# Studies on *Xenopus laevis *intestine reveal biological pathways underlying vertebrate gut adaptation from embryo to adult

**DOI:** 10.1186/gb-2010-11-5-r55

**Published:** 2010-05-19

**Authors:** Rachel A Heimeier, Biswajit Das, Daniel R Buchholz, Maria Fiorentino, Yun-Bo Shi

## Abstract

**Background:**

To adapt to its changing dietary environment, the digestive tract is extensively remodeled from the embryo to the adult during vertebrate development. *Xenopus laevis *metamorphosis is an excellent model system for studying mammalian gastrointestinal development and is used to determine the genes and signaling programs essential for intestinal development and maturation.

**Results:**

The metamorphosing intestine can be divided into four distinct developmental time points and these were analyzed with *X. laevis *microarrays. Due to the high level of conservation in developmental signaling programs and homology to mammalian genes, annotations and bioinformatics analysis were based on human orthologs. Clustering of the expression patterns revealed co-expressed genes involved in essential cell processes such as apoptosis and proliferation. The two largest clusters of genes have expression peaks and troughs at the climax of metamorphosis, respectively. Novel conserved gene ontology categories regulated during this period include transcriptional activity, signal transduction, and metabolic processes. Additionally, we identified larval/embryo- and adult-specific genes. Detailed analysis revealed 17 larval specific genes that may represent molecular markers for human colonic cancers, while many adult specific genes are associated with dietary enzymes.

**Conclusions:**

This global developmental expression study provides the first detailed molecular description of intestinal remodeling and maturation during postembryonic development, which should help improve our understanding of intestinal organogenesis and human diseases. This study significantly contributes towards our understanding of the dynamics of molecular regulation during development and tissue renewal, which is important for future basic and clinical research and for medicinal applications.

## Abstract 2

The developmental transcriptome of the Xenopus laevis intestine, from embryo to adult, reveals insights into the regulation of gut development in all vertebrates.

## Introduction

In mammals, intestinal remodeling is essential for adaptation of infants to their new environment upon birth, and for the development of the complex adult gastrointestinal (GI) tract, which begins as they start to eat solid food. Morphologically, the mammalian embryonic intestine is a simple tubular structure consisting of epithelial cells derived from the endoderm [1,2]. During development, the gut endoderm forms a monolayer of rapidly renewing columnar epithelial cells. The absorptive surface of the GI tract increases dramatically as the epithelium folds into the crypts and finger-shaped villi that characterize the mammalian adult small intestine. The development of the mature, self-renewing GI tract is complete in the first few weeks after birth (around weaning) in mice or up to one year after birth (transition to solid food) in humans [1,3-6]. Throughout postnatal life, the epithelium of the GI tract is in a constant state of self-renewal. This process is a result of intestinal stem cells, which reside in the epithelium of the base of each intestinal crypt, and requires continuous coordination of the proliferation, differentiation, and death programs [1,2]. Thus, the intestine represents a good model to study both tissue development and cell renewal. Despite intensive studies and interest, the factors that mediate maturation of the intestine and cell renewal remain poorly understood, in part due to the difficulty of accessing and manipulating postembryonic development in mammals.

Amphibian metamorphosis shares strong similarities with postembryonic development in mammals, a period spanning several months prior to birth to several months after birth in humans when intestinal maturation takes place [7,8]. It offers a unique opportunity to study the complexities involved during organogenesis and cell regeneration in vertebrate development. Morphologically, tadpole intestine (comparable to the mammalian embryonic intestine) is a simple tubular structure mainly consisting of a single layer of primary/larval epithelium [9]. As the diet of the tadpole (herbivore) changes during metamorphosis to that of a frog (carnivore), the intestine undergoes morphogenetic transformations to form the complex adult intestine. More specifically, the larval epithelial cells undergo degeneration through programmed cell death or apoptosis [9]. Concurrently, stem cells of the adult epithelium develop *de novo *and proliferate. Eventually, they differentiate to form a multi-folded epithelium surrounded by well-developed connective tissue and muscles, producing an organ that resembles and functions like adult mammalian intestine. Even though mammals do not undergo metamorphosis *per se*, the mammalian intestine progresses through homologous fetal and postnatal developmental processes.

A major advantage of metamorphosis in amphibians such as *Xenopus laevis *is that all the changes described above are initiated and controlled by a single hormone, thyroid hormone (T3), through gene regulation via the T3 receptor (TR) [8,10]. Interestingly, endogenous T3 peaks at the climax of metamorphosis when the most metamorphic changes and organ maturation are occurring. Likewise, high levels of T3 are present in human fetal plasma during the several months around birth, the postembryonic period of extensive organ development and maturation [7]. As in amphibians, T3 is an important regulator of intestinal mucosal development and differentiation, including during weaning in mice and rats when adult-type digestive enzymes begin to be produced [11].

Despite numerous studies describing the cellular mechanisms for intestinal remodeling in amphibians and mammals during development, little is known regarding the molecular mechanisms that regulate embryonic-to-adult intestinal transformation. In addition, distinction between embryonic- and adult-specific genes has remained essentially unexplored. This latter point is of critical importance as we are now aware that changes in gene expression early in development can have significant consequences later in life. Toward addressing these issues, we performed genome-wide microarray analyses of *X. laevis *intestinal tissue to systematically determine the changes in signaling pathways during natural metamorphosis. To represent the spectrum of genetic programs associated with the remodeling process, intestines of *X. laevis *tadpoles from pre-metamorphosis (stage 53), pro-metamorphosis (stage 58, when larval cell death begins), metamorphic climax (stage 61/62, when cell death is near completion and cell proliferation as well as adult epithelial cell differentiation take place), and the end of metamorphosis (stage 66, when adult epithelium is formed) were isolated and analyzed. Our bioinformatics analysis on the developmentally regulated functional gene categories provides an understanding of their potential roles during metamorphosis, and thus likely during postembryonic vertebrate GI tract transformation in general. Furthermore, we identified a number of embryonic- and adult-specific genes and pathways in the intestine, which likely have conserved roles in amphibians and mammals in either GI developmental remodeling or the physiological functioning of the embryonic and adult intestine.

## Results and discussion

### Morphological assessment of intestinal remodeling during spontaneous metamorphosis

To determine the expression pattern of genes involved in intestinal remodeling, we isolated samples at stages during development that would represent specific time points associated with intestinal development and maturation. Four stages were selected, pre-metamorphosis (stage 53), the end of pro-metamorphosis (stage 58), metamorphic climax (stage 61), and the end of metamorphosis (stage 66) (Figure 1). At the morphological level, the samples selected represented the full spectrum of changes during metamorphosis, including adult cell proliferation and differentiation. The pre-metamorphic intestine, when there is no detectable T3 in the plasma [12], is a simple tube like structure with a single infolding, referred to as the typhlosole, and contains mostly larval epithelial cells. By stage 58, when endogenous T3 is present and metamorphosis has begun, larval epithelial cell death begins and the thin larval muscle and connective tissue layers in the intestine begin to increase in thickness. At stage 61 when plasma T3 is near peak levels, there is an evident increase in both muscle and connective tissue of the intestine and proliferating adult epithelial cells can be identified histologically. At stage 66, the typhlosole is obsolete, and an adult intestinal structure resembles mammalian mature intestines. At the cellular level, a TUNEL assay showed significant larval epithelial cell death at stage 58, while 5-bromo-2-deoxyuridine (BrdU) labeling revealed profound adult cell proliferation at stage 61. Thus, the histological analysis revealed that the stages selected for RNA collection represent the major distinct phases of intestinal remodeling.

**Figure 1:**
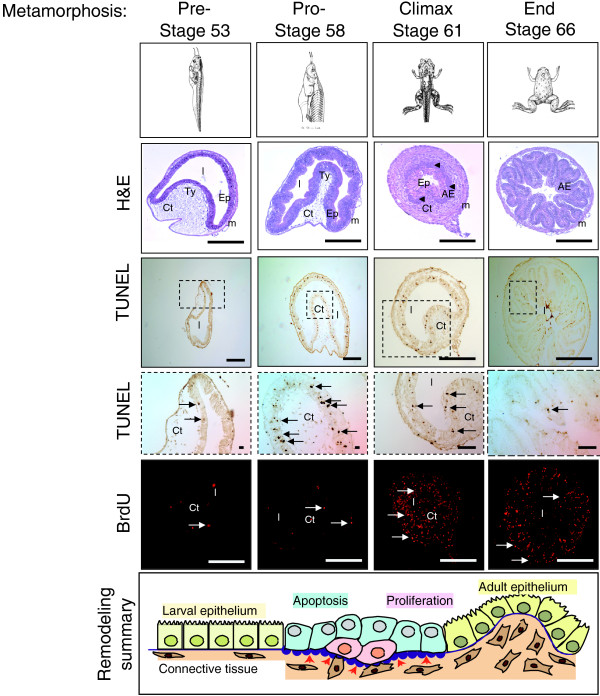
**Morphological, histological and gene expression changes associated with *X. laevis *intestinal remodeling during natural metamorphosis**. Representative metamorphic stages and the corresponding intestine evaluated with H&E (arrowheads indicate the islets of proliferating cells), TUNEL assay (arrows indicate the apoptotic cells), and BrdU immunohistochemistry (arrows indicate proliferating cells). Scale bar = 100 μm. AE:adult epithelial; Ct: connective tissue; Ep: epithelium; m: muscle; Ty: typhlosole. The schematic representation at the bottom summarizes the major changes associated with the stage-dependent transition.

### Gene expression profiles of the remodeling intestine during development

To ensure that the RNA samples do indeed represent signature gene expression patterns of intestinal remodeling during development, we assessed the expression of several genes known to be regulated by T3 during metamorphosis from each RNA sample prior to microarray analysis. These include five up-regulated (*TRβ*, *ST3 *(stromelysin-3), *TH*/*bZIP *(T3-responsive basic leucine zipper transcription factor), *XHH *(sonic hedgehog), *GelA *(gelatinase A)) and one down-regulated (*IFABP *(intestinal fatty acid binding protein)) gene. The expression kinetics of these genes confirmed that the RNA samples collected represented pre-metamorphosis, pro-metamorphosis, metamorphic climax and the end of metamorphosis. Their expression patterns at the isolated stages all agreed with their known profiles (Figure 2).

**Figure 2:**
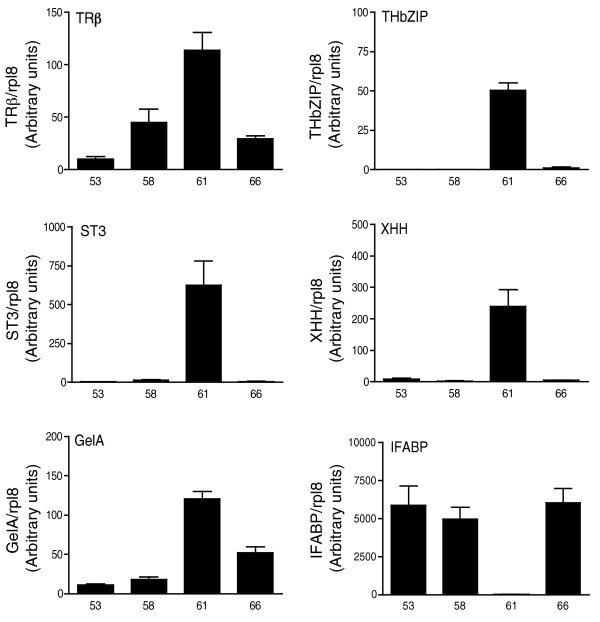
**Expression changes of *TRβ*, *THb*/*ZIP*, *ST3*, *XHH*, *GelA *and *IFABP*, which are established intestinal remodeling markers, during natural development**. The results are expressed relative to the control *rpl8*.

To obtain a perspective on global gene expression changes during intestinal development, we performed a pair-wise comparison of gene expression microarray data for each stage and observed that 3,132 and 1,624 genes were significantly up- and down- regulated, respectively, with a fold change ≥1.5 between at least two of the stages (Table S3A, B in Additional file 1). 

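Intestinal RNA of *Xenopus laevis* was hybridized to Agilent oligonucleotide arrays at stage 53 (pre-metamorphosis), stage 58 (pro-metamorphosis), stage 61 (metamorphic climax) and stage 66 (end of metamorphosis). On each array the intestinal RNA carried the dye Cy3 and a common reference RNA carried the dye Cy5, and the dyes were not swapped, so that a ratio sets the intestine against the same reference on every array. The paper gives 3 biological replicates per stage, each of 5 pooled animals. The arrays analysed here number 3 at stages 53, 58 and 66 and 2 at stage 61. The labels of the stage 66 arrays give stage 61 in a single field and stage 66 in the others, and stage 66 was used, as in the paper. For each array the authors deposited the output of the scanner software, in which local background had been subtracted, spatial trends removed and the dyes normalized against each other within the array by a linear and a lowess step. Expression was taken as the log2 ratio of the processed Cy3 signal over the processed Cy5 signal, without further scaling. Of the 21495 probes that are not controls, between 60.1 and 82.7% per array were well above background in Cy3, with the lowest share on replicate 1 of stage 53. Probes well above background in Cy3 on fewer than 2 of the 11 arrays were left out, as were spots that the software marked as outliers, of which there were between 10 and 496 per array. Each GenBank accession was represented by its probe of highest mean intensity, which left 18443 accessions, counted below as genes. Across these genes, which are not independent replicates, the correlation between arrays of the same stage had a median of 0.929 and lay between 0.875 and 0.951. The SD between replicates had a median over genes of 0.258 on the log2 scale at stage 53, 0.24 at stage 58, 0.159 at stage 61 and 0.182 at stage 66. A gene was called up- or down-regulated at a stage when limma, fitted to all 11 arrays with a mean for each stage, gave a fold change of at least 1.5 against stage 53 with an adjusted p of at most 0.05 (Benjamini-Hochberg). The paper's methods name an ANOVA across all stages with a false discovery rate of 5%. All arrays were scanned on 1 day, but the slides fall into 2 series by their numbers. The first holds the arrays of stages 53 and 58 and replicate 1 of stage 61, and the second holds replicate 2 of stage 61 and the arrays of stage 66.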

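Against stage 53 alone, 2822 genes were up-regulated and 1884 were down-regulated at 1 stage or more. The up-regulated count moved most when the slide series entered the fit as a block, to 1727 genes, and was 1991 without replicate 2 of stage 61. The down-regulated count moved most when the Cy3 signal was used without the reference channel, to 3403 genes, and was 1213 without replicate 1 of stage 61.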

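Compared with stage 53, 414 genes were up-regulated and 178 were down-regulated at stage 58. The counts were 2342 and 1640 at stage 61, and 953 and 434 at stage 66. Up-regulated genes made up 69.9% of the regulated genes at stage 58, 58.8% at stage 61 and 68.7% at stage 66, while the log2 fold change of the median gene was 0.01, -0.03 and -0.01. With the Cy3 signal alone, scaled to the 75th percentile of each array, the median gene fell by 0.32 at stage 61, and up-regulated genes made up 36.1% of the regulated genes at stage 61 and 55.6% at stage 66. The number of arrays limited these counts. With each array left out in turn, the up-regulated genes numbered between 285 and 418 at stage 58, between 1517 and 2388 at stage 61 and between 487 and 999 at stage 66. The lowest of these counts came without replicate 2 of stage 53, replicate 2 of stage 61 and replicate 3 of stage 66, respectively. The down-regulated genes numbered between 87 (without replicate 2 of stage 53) and 292 (without replicate 3 of stage 53) at stage 58. They numbered between 975 (without replicate 1 of stage 61) and 1718 at stage 61, and between 171 (without replicate 3 of stage 66) and 533 at stage 66. The alternative that moved the counts most was the slide series as a block, under which 111 genes were up-regulated and 33 were down-regulated at stage 66. Under this block, stages 53 and 66 are compared only through the 2 arrays of stage 61.

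**Figure D1:**
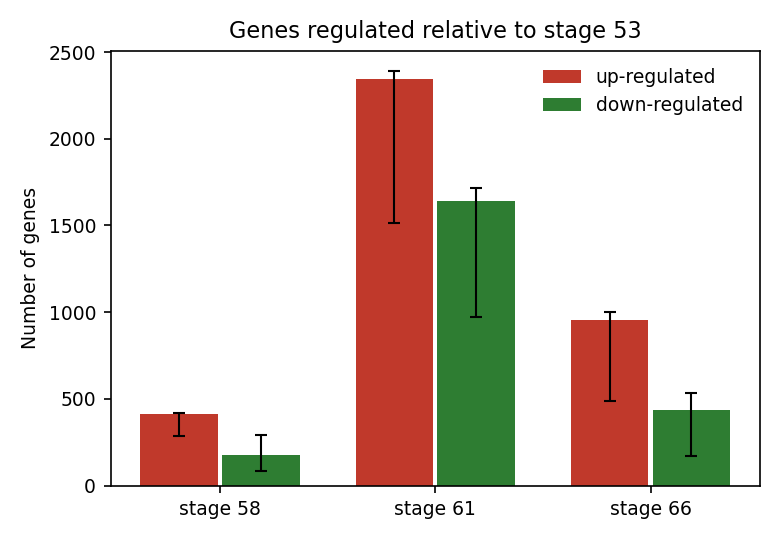
Number of genes up- or down-regulated against stage 53 at stages 58, 61 and 66 (limma, adjusted p of at most 0.05 and a fold change of at least 1.5). Bars give the counts over all 11 arrays, from 178 to 2342, and error bars give the lowest and highest count when 1 array is left out.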

When the expression levels at stages 58, 61, and/or 66 were compared to those in the larval intestine at stage 53, stage 61 had the most number of genes up- and down-regulated (Figure 3a, b), which agrees with the fact that this is the climax stage, when most drastic changes are taking place. This is more clearly demonstrated by a heat map of the relative gene expression levels of each of the regulated genes during stages 53 to 66 (Figure 3c), which shows a lot more highly expressed (in red) and lowly expressed genes (in green) at stage 61 compared to the other stages. 

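Over the 4 stages, 4349 genes passed limma's moderated F-test (adjusted p of at most 0.05) with a range of at least 1.5-fold between their stage means. Of these genes, 46.7% had their highest mean at stage 61 (exact binomial 95% interval 45.2 to 48.2%, which covers counting error only), against 21.3% at stage 53, 10.8% at stage 58 and 21.2% at stage 66. The lowest mean fell at stage 61 for 34.4% of the genes (32.9 to 35.8%), at stage 53 for 33.5%, at stage 58 for 18.2% and at stage 66 for 14.0%. In 100 simulations of stages with no change, with the same numbers of arrays and each gene's pooled spread, the 4349 genes of lowest p in the F-test had their highest mean at stage 61 in a median of 27.8% (26.5 to 29.8%) and their lowest in 27.9% (26.0 to 29.1%). The shares moved most with the Cy3 signal alone, to 33.4% for the highest mean and 50.1% for the lowest.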

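Each of the 3 lists of regulated genes rests on the same 3 arrays of stage 53, so that lists of unchanged genes also overlap. The lists of up-regulated genes at stages 58, 61 and 66 had 191 genes in common, and the lists of down-regulated genes had 67. In 100 simulations of unchanged stages that share 3 simulated arrays of stage 53, the genes were ranked and lists of the observed sizes were drawn. The simulated up-regulated lists shared a median of 122 genes (96 to 154) and the down-regulated lists a median of 50.5 (38 to 71). The observed overlap was thus above the range of these ranked lists for up-regulated genes and within it for down-regulated genes. The ranking used the fold change alone, without a p-value. Past the thresholds for a regulated gene, the same simulations gave 0 genes (0 to 0) at all 3 stages in either direction. The ranked lists therefore do not show that the 67 shared down-regulated genes are unchanged ones. With the slide series as a block the overlaps were 20 and 15 genes, and with a gene called by the F-test over the 4 stages in place of the stage comparison they were 420 and 239. Without replicate 3 of stage 66 the lists of up-regulated genes shared 118 genes, and without replicate 2 of stage 53 those of down-regulated genes shared 34.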

Among the regulated genes (relative to stage 53), 199 were commonly up-regulated and 71 were commonly down-regulated for all three developmental stages (58, 61 and 66). The highest number of shared regulated genes was between stages 61 and 66, suggesting that many genes up-regulated by stage 61 continue to function by the end of metamorphosis. In contrast, stages 58 and 66 shared the least number of regulated genes, indicating distinct gene expression programs at these two developmental stages, consistent with the fact that one is preparing the animal for climatic changes while the other is finishing these changes. 

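Stages 61 and 66 shared 772 genes regulated in the same direction, 539 of them up-regulated and 233 down-regulated. These made up 19.4% of the genes regulated at stage 61 and 55.7% of those regulated at stage 66. Stages 58 and 61 shared 429 genes, or 72.5% of the genes regulated at stage 58 and 10.8% of those at stage 61. In lists of the same sizes drawn from simulated unchanged stages, stages 61 and 66 shared a median of 665 genes (631 to 708), and stages 58 and 61 a median of 334.5 (304 to 368). The order of the pairs changed with the slide series as a block, where stages 61 and 66 shared 107 genes and stages 58 and 61 shared 351. In the other settings run, stages 61 and 66 shared more genes than stages 58 and 61, with 415 against 382 at the closest, without replicate 3 of stage 66.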

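The genes regulated in the same direction at stages 58 and 66 numbered 312, of which 227 were up-regulated and 85 were down-regulated. They made up 52.7% of the genes regulated at stage 58 and 22.5% of those regulated at stage 66. Simulated unchanged stages gave a median of 252 shared genes (230 to 275) in lists of these sizes. This pair shared the fewest genes in every setting run, with between 38 genes under the slide series as a block and 847 genes under the F-test over the 4 stages. Without replicate 3 of stage 66 it shared 183 genes.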

While validation of all the genes identified was not practical, we chose a representative sample that was subsequently analyzed by quantitative reverse-transcription PCR (RT-qPCR) to verify the microarray trends (Figure 4a, b; Table S4 in Additional file 1) of genes that were significantly regulated by ≥1.5 based on the microarray analysis. We used independently isolated intestinal RNA and found that 81 of the 84 genes analyzed by RT-qPCR agreed with the microarray data (Figure 4a, b; Table S4 in Additional file 1). In addition, we also performed *in situ *hybridization on intestinal sections for representative genes and the results for all genes with detectable *in situ *signals were consistent with the microarray expression profiles (Figure S1 in Additional file 2; also see below).

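On the arrays, SMAD6 (BC068642), a gene of the TGF-β pathway, had a log2 ratio to the reference of -0.68 ± 0.44 (SD, n = 3) at stage 53 and 0.44 ± 0.06 (SD, n = 2) at stage 61. Its log2 fold change at stage 61 was 1.12 (standard error 0.22, adjusted p = 0.00431 from limma with Benjamini-Hochberg adjustment), and both arrays of stage 61 lay above the mean of stage 53. After normexp background correction and loess its log2 fold change was 0.52, below the 1.5-fold threshold. SDHB (BC043859), a subunit of complex II of the electron transport chain, had a log2 ratio of -1.03 ± 0.30 (SD, n = 3) at stage 53 and -2.33 ± 0.83 (SD, n = 2) at stage 61. At stage 58, where the paper detected no in situ signal of SDHB, it was lower than at stage 53 by 0.68 (standard error 0.31, adjusted p = 0.31 from limma) and was not called. At stage 61 it fell by 1.29 on the log2 scale (standard error 0.35, adjusted p = 0.0212 from limma). The 2 arrays of stage 61 differed, with log2 ratios of -2.91 and -1.74, and replicate 2 of stage 58 lay between them at -2.05. Without replicate 1 of stage 61, SDHB fell by 0.71 and was not called. It was also not called without replicate 2 of stage 53, by the F-test over the 4 stages or by the analysis of variance of the paper's methods, and over all settings run its adjusted p lay between 0.0057 and 0.22.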

**Figure 3:**
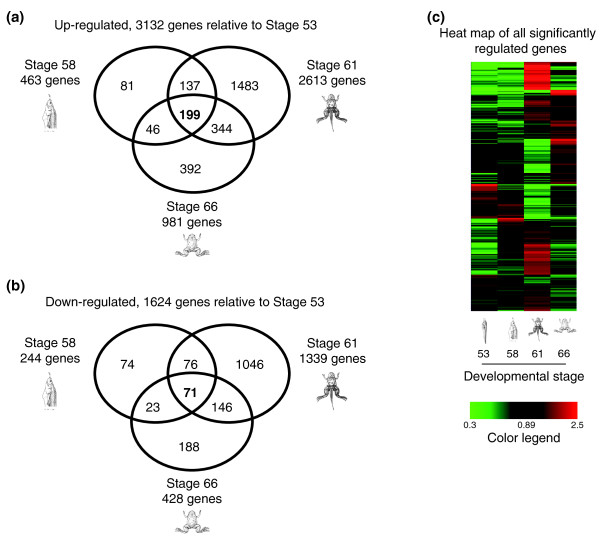
**Genes significantly up- and down-regulated in the intestine during natural metamorphosis at specific stages when compared to stage 53**. Venn diagrams showing the number of genes significantly **(a) **up-regulated and **(b) **down-regulated in the intestine during natural metamorphosis when the indicated stages were compared to stage 53 by microarray. **(c) **Temporal changes in gene expression during natural development visualized by heatmap. Normalized mean-centered expression levels for each gene are shown with black representing mean expression levels of four stages for a given gene, and green and red indicating lower or higher than the average as shown in the color legend.

**Figure 4:**
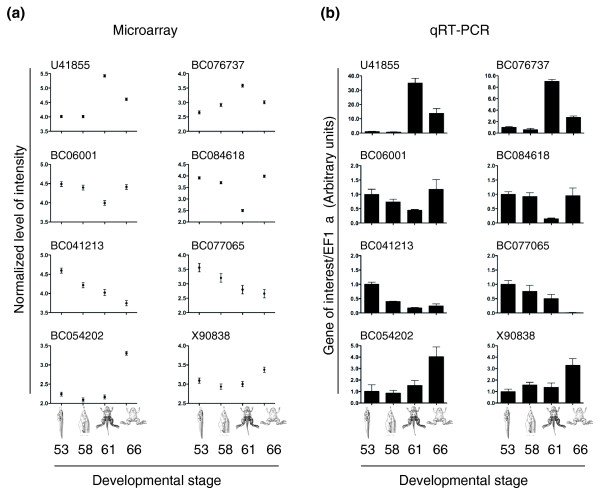
**Confirmation of gene regulation patterns identified by microarray with RT-qPCR**. **(a) **Microarray. **(b) **RT-qPCR. GenBank accession numbers are shown above the graphs. The vertical axis in (a) shows the normalized log intensity of the expression and in (b) shows the expression of the genes with stage 53 arbitrarily set to 1.

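Of the 84 genes of Table S4, 82 were tested on the arrays, and 79 of these changed in the direction of their cluster at the stage that defines it. The paper assigned these clusters from the same arrays, so that this count is not independent evidence. It uses no RT-qPCR values and does not test the paper's RT-qPCR result. The log2 fold change passed the thresholds for a regulated gene in that direction for 68 genes. By cluster, these were 22 of the 24 tested genes of cluster 1, 14 of 16 of cluster 2, 15 of 16 of cluster 3, 10 of 15 of cluster 4, 4 of 4 of cluster 5 and 3 of 7 of cluster 6. The count of 79 moved most with probes well above background in both channels on every array, a filter that tests fewer genes, to 63, and was 74 without replicate 2 of stage 61. The 3 genes that went the other way, chosen after their values were seen, were BC076743, BC043731 and BC082684. BC076743 fell by 5.03 at stage 61 (standard error 0.41, adjusted p = 2.8e-05 from limma), while the changes of BC043731 (0.62 at stage 61) and BC082684 (-0.44 at stage 66) were not past the threshold. Among the genes drawn in Fig. 4, U41855 rose by 4.76 and BC076737 by 3.13 on the log2 scale at stage 61, whereas BC060011 fell by 1.69 and BC084618 by 4.92. At stage 66, BC041213 fell by 2.83, BC077065 fell by 3.00 and BC054202 rose by 4.21. All 7 passed the thresholds, but the 3 changes at stage 66 were not called with the slide series as a block. BC077065 had a log2 ratio of 0.07 ± 1.54 (SD, n = 3) at stage 53, and was also not called after normexp and loess, by the methods' analysis of variance, without replicate 2 of stage 53 or without replicate 3 of stage 66. X90838 rose by 0.94 at stage 66 (standard error 0.30, adjusted p = 0.0905), which is past the threshold only by the F-test over the 4 stages.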

### Global outlook on the temporal pattern of expression and functional classification of these genes during intestinal remodeling

To identify molecular pathways involved in GI tract development and maturation, we used principal component analysis, which quantitatively grouped the developmental changes in gene expression into six major clusters [13] (Figure 5; and Table S5 in Additional file 1), providing an overview of global expression trends during development. 

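In a principal component analysis of the centred stage means of the genes past the F-test, the first component held 65.7% of the variance, the second 22.8% and the third 11.5%. The loadings of the first component were -0.47, -0.23, 0.84 and -0.14 at stages 53, 58, 61 and 66, so that it sets stage 61 against the other stages. The second sets stage 66, with a loading of 0.85, against the rest, and the third sets stage 58 (0.76) against stage 53 (-0.63).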

The six clusters were defined according to the pattern of expression they exhibited: cluster 1, up-regulated (1,784 genes); cluster 2, down-regulated (1,081 genes); cluster 3, larval enriched (198 genes); cluster 4, adult enriched (559 genes); cluster 5, early down-regulated (137 genes) and early up-regulated (229 genes).

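Each gene past the F-test was given to the component, and to the sign, with which its stage means correlated most. This gave 1875 genes in cluster 1, 1257 in cluster 2, 244 in cluster 3, 565 in cluster 4, 148 in cluster 5 and 260 in cluster 6. Of the genes that the paper lists for each cluster and that were tested, 90.3% fell into cluster 1, 88.3% into cluster 2, 77.8% into cluster 3, 84.1% into cluster 4, 67.6% into cluster 5 and 82.3% into cluster 6, respectively. On average, cluster 1 lay 1.08 above the mean of the 4 stages at stage 61 on the log2 scale, cluster 4 lay 1.06 above it at stage 66, and cluster 6 lay 0.69 above it at stage 58. With the Cy3 signal alone, cluster 2 held 2104 genes. Without replicate 2 of stage 61, cluster 1 held 1181 genes, cluster 2 held 692 and cluster 5 held 79. Cluster 3 held 147 genes without replicate 1 of stage 61, cluster 4 held 365 without replicate 3 of stage 66, and cluster 5 held 287 without replicate 3 of stage 53.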

**Figure 5:**
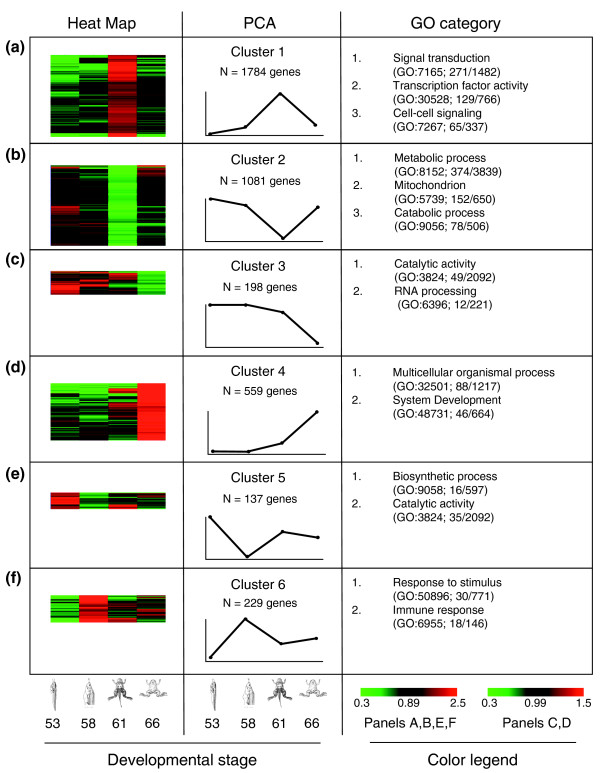
**Regulated genes can be grouped into six clusters based on developmental regulation patterns**. The number of genes in each cluster is indicated in the schematic diagram. **(a, b) **Clusters 1 and 2 represent genes that are predominantly regulated at metamorphic climax, with the former following the endogenous T3 concentration. **(c, d) **Clusters 3 and 4 include genes with higher levels of expression in tadpoles and frogs (larval- and adult-enriched genes), respectively. **(e, f) **Clusters 5 and 6 are genes up- or down-regulated mainly at stage 58. All clusters were evaluated by GO analysis and two or more examples of the significantly regulated GO categories that had >60 genes (clusters 1 and 2) and >5 genes (clusters 3 to 6) regulated during metamorphosis are listed. A complete list of GO categories associated with each cluster is listed in Table S6 in Additional file 1. PCA: principal component analysis.

To better understand the biological and molecular functions of the genes within the six identified expression clusters, we performed Gene Ontology (GO) classification to identify biological functional categories statistically enriched in each gene cluster based on the human RefSeq homologs [14]. The analysis revealed little or no overlap in the GO categories, suggesting that genes in different clusters have distinct biological functions during development (Figure 5; Tables S6 in Additional file 1). Cluster 1 was the largest and contained many biological pathway categories associated with cell proliferation (GO:0006950), signal transduction (GO:0007165), transcription factor activity (GO:0030528, GO:0006357, GO:0006366, GO:0003700) and cell-cell signaling (GO:0007267), suggesting that the genes in these categories are involved in the climatic remodeling processes (Figure 5a). Of particular interest was the high number of genes associated with transcription from RNA polymerase II promoter (GO:0006357) and its regulation (GO:0006366), and the transcription factor category (GO:0003700). Thus, transcriptional regulation and signaling pathways are important events needed at the climax of metamorphosis when tissue remodeling and cell proliferation takes place. The genes within the cluster 1 GO categories appear to be T3-dependent as their expression levels follow the endogenous levels of T3. Cluster 2 is the second largest cluster and contains down-regulated genes that are associated with metabolic (GO:0008152) and catabolic processes (GO:0009056) (Figure 5b). Metabolic pathways such as glycolysis, digestion and the complexes that transfer electrons and synthesize ATP in the mitochondrial inner membrane all appear to shut down at metamorphic climax and start again at the end of metamorphosis. These changes are likely important for the larval cells to undergo apoptosis and may be associated with a shunt in dietary needs, as the animal does not feed during metamorphosis [15].

The genes that belong to cluster 3, larval enriched genes, included GO categories associated with catalytic activity (GO:0003824) and RNA processing (GO:0006396), while cluster 4, adult-enriched genes, included GO categories that are involved in multicellular organismal processes (GO:0032501) and system development (GO:0048731) (Figure 5c, d). Genes belonging to catalytic activity and RNA processing GO categories were highly enriched in the larval stage of development but not at the end of metamorphosis, suggesting that they are required prior to the initiation of DNA replication during transcription to drive cell cycle progression and the other downstream processes described for cluster 1. Conversely, the enrichment of GO categories related to multicellular organismal processes and system development at the end of metamorphosis suggests that the up-regulation of these processes is required for the maturation of the adult organ and/or the physiological function of the adult organ. The remaining clusters are small but do include some interesting GO categories. For example, the transient down-regulation of the GO categories involved in either biosynthetic processes or biosynthetic catalytic activity (cluster 5; Figure 5e) is consistent with apoptosis as an early event during metamorphosis, while the increase in the expression of genes associated with immune response (cluster 6; Figure 5f) may likely be associated with apoptotic removal of larval cells.

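Genes of antigen presentation, which are part of the immune response, were examined as a list fixed in advance. The array's own names give 5 accessions of this list, and all 5 were higher at stage 58 than at stage 53, with a median log2 fold change of 2.42. Over all genes tested 3 of them were called up-regulated by limma, and 5 when adjusted over the list alone. At stage 61 the median was 2.16 with 3 genes called (3 when adjusted over the list alone), and at stage 66 it was 1.77 with 2 genes called (3 over the list alone). With the accessions that the paper's tables pair with symbols of the list, the list held 18 accessions, of which 11 were up-regulated at stage 58 with a median of 2.31. These additional accessions stand in tables of regulated genes chosen on the same arrays, and are not independent evidence.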

### Using established biological processes to identify pathways that are regulated during development

GenMAPP software, which categorizes genes into established pathways associated with biological processes and diseases, was used to analyze our expression data in the context of established pathway collections of biological processes and diseases to identify significantly regulated pathways. Of particular interest were the genes that were significantly up- or down- regulated at metamorphic climax (stage 61) and thus more likely to contribute to the putative developmental programs dependent on T3 regulation. Among the significantly up-regulated pathways during intestinal remodeling is the transforming growth factor-beta (TGF-β) signaling pathway (Figure 6). As the tadpole progressed from stage 53 to stage 58, four genes of the pathway were up-regulated. 

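At stage 58, the genes TGFB1, LEF1, JAK1 and STAT3 are drawn as up-regulated in Fig. 6, and each had a higher mean than at stage 53. TGFB1 (J05180), the ligand, had a log2 ratio of -1.13 ± 0.13 (SD, n = 3) at stage 53 and -0.20 ± 0.05 (SD, n = 3) at stage 58, an increase of 0.92 (standard error 0.13, adjusted p = 0.00335 from limma with Benjamini-Hochberg adjustment). LEF1 (AF287147) rose by 1.21 (standard error 0.27, adjusted p = 0.0376) and JAK1 (BC077570) by 0.94 (standard error 0.16, adjusted p = 0.0108). STAT3 (BC044717) rose by 0.97 (standard error 0.24, adjusted p = 0.0577) and was not past the threshold, although all 3 arrays of stage 58 lay above the mean of stage 53. STAT3 was called after normexp and loess, with probes well above background in both channels on every array, and without replicate 1 of stage 53, and its adjusted p lay between 0.021 and 0.168 over the settings run.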

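At stage 61, SMAD3 (AJ311059), which transmits the TGF-β signal, rose by 2.43 on the log2 scale (standard error 0.23, adjusted p = 3.91e-05 from limma), and TGFB1 (J05180) rose by 2.31 (standard error 0.15, adjusted p = 5.05e-06). ZFHX1B (BC084972), LEF1 (AF287147) and ZNF423 (BC068658) rose by 2.86, 2.78 and 2.64, and TGIF (BC044016), SMAD1 (BC057746) and FKBP1A (BC041248) by 1.77, 1.63 and 1.37. The increases of CTNNB1 (BC045258), JAK1 (BC077570), BAMBI (BC089131) and SMAD7 (BC059286) were 1.19, 1.04, 1.02 and 0.90, and each of the 12 genes named here was called up-regulated. NOG (M98807) rose by 2.10 but varied at stage 53, with a log2 ratio of -0.43 ± 1.80 (SD, n = 3), and was not called (standard error 0.74, adjusted p = 0.0672). Its probe was well above background on 1 of the 3 arrays of stage 53. It was called with the Cy3 signal alone and with any 1 of the arrays of stage 53 left out, and its adjusted p lay between 0.0116 and 0.419 over the settings run. At stage 66, TGFB1 (J05180) was higher than at stage 53 by 1.01, ZFHX1B by 1.56 and CTNNB1 by 1.05, and all 3 were called. None of the 3 was called with the slide series as a block. CREBBP (BC086282) rose by 1.34 (standard error 0.40, adjusted p = 0.078) and was called only without replicate 1 of stage 53. JUN (BC074377) fell by 1.83 at stage 66 (standard error 0.45, adjusted p = 0.0318). It was not called with any 1 of the arrays of stage 66 left out, without replicate 2 of stage 53, with the slide series as a block, by the methods' analysis of variance, or after normexp and loess.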

By stage 61, 15 genes were up-regulated, and by stage 66, the number of genes up-regulated compared to stage 53 were only 5, and one gene was now down-regulated. These results suggest that up-regulation of the TGF-β pathway is important for the remodeling taking place at the climax (stage 61) of metamorphosis. 

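A list of 36 gene symbols of the TGF-β pathway was fixed in advance, and the array's own names give 14 accessions for 13 of them. At stage 61 their log2 fold changes had a median of 1.07 and a mean of 1.13, and 12 of the 14 were higher than at stage 53. By limma, 9 were up-regulated over all genes tested, 10 when adjusted over the list alone, and 0 were down-regulated (0 also at an unadjusted p under 0.05). The list lay above the other genes by limma's camera test with an inter-gene correlation of 0.01 (adjusted p = 4.78e-06 over the 2 lists tested), a call that held under the rotation test fry (adjusted p = 4.54e-07). The median moved most after normexp and loess, to 0.57, and with each array left out in turn it lay between 1.04 and 1.11. Only 1 of the 14 accessions was up-regulated at stage 58 (2 over the list alone; median 0.13) and 2 at stage 66 (4 over the list alone; median 0.27). With the accessions that the paper's tables pair with a listed symbol added, a choice made after seeing the data, 14 of 19 were up-regulated at stage 61. They stand in the paper's lists of regulated genes and are not independent evidence.

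**Figure D2:**
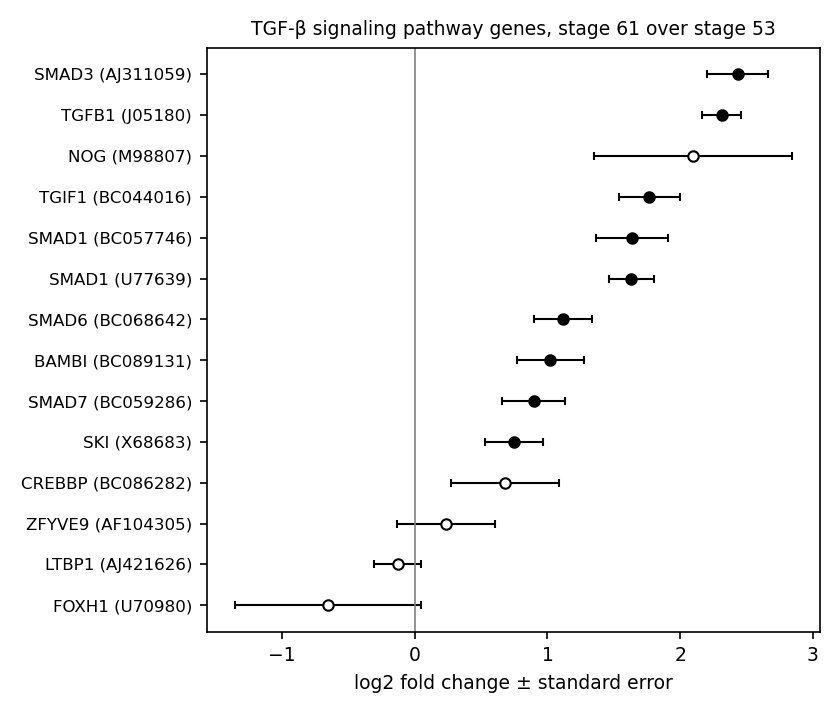
Log2 fold change at stage 61 against stage 53 for the 14 accessions of the TGF-β list, with error bars of 1 standard error from limma. Filled points are called up-regulated (9 accessions) and open points are not; FOXH1 and LTBP1 lie below 0.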

Interestingly, disruptions to TGF-β signaling have been associated with cancer [16]. This pathological effect is likely related to the mis-regulation of apoptosis and/or cell proliferation as implied from the correlation observed during intestinal remodeling.

**Figure 6:**
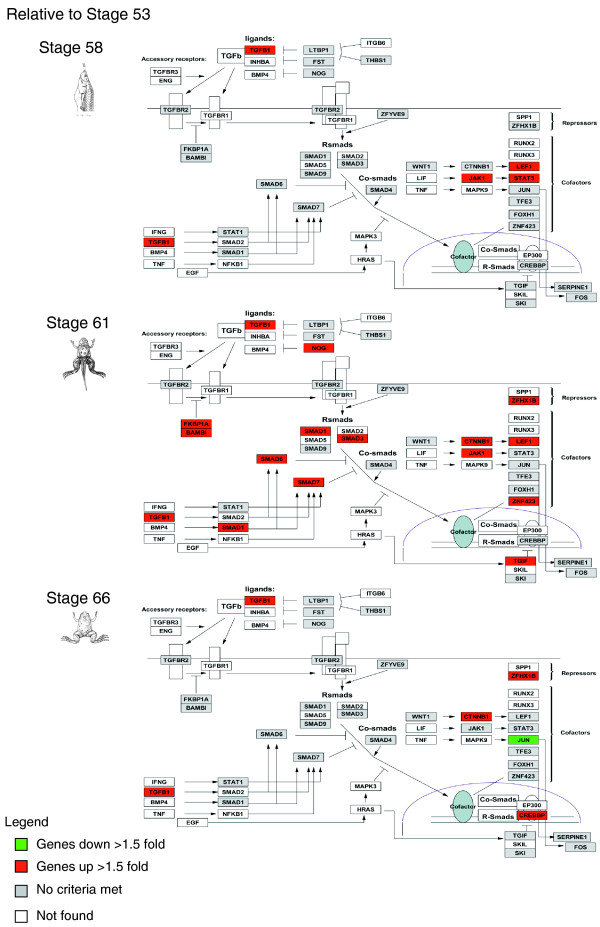
**Temporal regulation of a significantly regulated biological pathway, the TGF-β pathway, during intestinal remodeling**. Genes that are up- or down-regulated at stages 58, 61 and 66 relative to stage 53 are shown in red and green, respectively.

Conversely, among the biological pathways significantly down-regulated during development, the electron transport chain is of particular interest (Figure 7). 

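The electron transport chain was examined with a list of 99 gene symbols of complexes I to V fixed in advance, of which the array's own names give 20 accessions for 19 symbols. At stage 61 their log2 fold changes had a median of -0.85 and a mean of -0.83, and 19 of the 20 lay below 0. By limma, 13 were down-regulated over all genes tested and 14 when adjusted over the list alone, and 0 were up-regulated (0 also at an unadjusted p under 0.05). Among the 13 are NDUFA10, NDUFS7 and UQCRC2 (BC077311), named after their values were seen, which had 1 usable array at stage 61, so that their spread comes from the other stages. The largest decreases were those of ATP5MC3 (CA974238), which fell by 1.78, and UQCRC2 (BC042931), which fell by 1.34. The list lay below the other genes in limma's camera test (adjusted p = 2.74e-08) and in the rotation test fry (adjusted p = 1.27e-05). The median was -0.85 on replicate 1 of stage 61 and -0.81 on replicate 2, which lie in different slide series. With each array left out in turn it lay between -0.92 and -0.79, and over the other settings run between -1.02 and -0.82. The value of -1.02 came with the paper's accessions added, a choice made after seeing the data. Of the resulting 54 accessions, 45 were down-regulated at stage 61, but those added stand in the paper's lists of regulated genes.

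**Figure D3:**
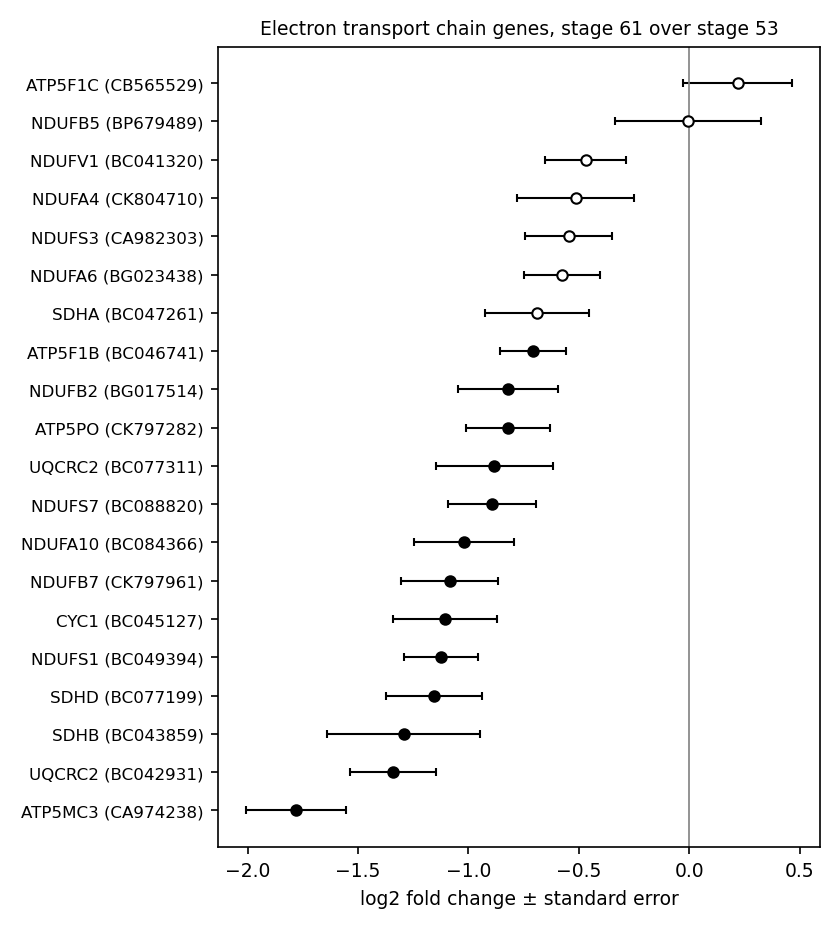
Log2 fold change at stage 61 against stage 53 for the 20 accessions of the electron transport chain list, with error bars of 1 standard error from limma. Filled points are called down-regulated (13 accessions) and open points are not; ATP5F1C lies above 0.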

There was only one gene in the pathway that was down-regulated at stage 58. On the other hand, at climax (stage 61), about 30 genes were down-regulated. 

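NDUFB7 (BC073217), a subunit of complex I, is the gene drawn as down-regulated at stage 58 in Fig. 7. Its log2 ratio was 1.35 ± 0.46 (SD, n = 3) at stage 53 and 0.48 ± 0.27 (SD, n = 3) at stage 58. It fell by 0.86 (standard error 0.24, adjusted p = 0.0931 from limma), which is not past the threshold, although all 3 arrays of stage 58 lay below the mean of stage 53. NDUFB7 was called at stage 58 by the F-test over the 4 stages and without replicate 3 of stage 53, and its adjusted p lay between 0.0294 and 0.228 over the settings run. Another entry of NDUFB7 (CK797961) fell by 0.47 at stage 58 (adjusted p = 0.262 from limma) and was not called. In the list of 20 accessions, the median log2 fold change at stage 58 was -0.17, and limma called 0 of them down-regulated over all genes. At an unadjusted p under 0.05 it called 2, and 2 were also called when adjusted over the list alone, by the F-test and by the methods' analysis of variance.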

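For 33 of the genes drawn as down-regulated at stage 61 in Fig. 7, the paper's tables give an accession that was tested, and all 33 were called down-regulated. These genes were chosen by the paper on the same arrays. Of the accessions named as a cytochrome c oxidase subunit, COX6C (BP706037) fell by 1.97 on the log2 scale (standard error 0.23, adjusted p = 0.000172 from limma) and COX5B (CK800436) by 1.79. Of complex II, SDHA (BC060446), SDHD (BC077199) and SDHC (BG515438) fell by 1.34, 1.16 and 0.98. Another entry of SDHA (BC047261) fell by 0.69 (adjusted p = 0.0589 from limma) and was not called. In complex I, NDUFA1 (AW200087) fell by 1.46 and NDUFS1 (BC049394) by 1.12, and NDUFAB1 (DQ096963), with a decrease of 0.77, changed least among the drawn genes represented by a single accession. The number of these genes called was 19 without replicate 1 of stage 61, 23 without replicate 2 of stage 61 and 20 by the methods' analysis of variance. COX15 (BX850630) rose by 1.08 (standard error 0.19, adjusted p = 0.00221), and was not called after normexp and loess (0.25) or with the Cy3 signal alone (0.32).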

By the end of metamorphosis, the expression of these genes returned to pre-metamorphic levels. Thus, at climax, down-regulation of the electron transport chain is correlated with the massive apoptosis in the larval epithelium and indicates that energy synthesis via ATP rapidly halts or is inhibited. 

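At stage 66, the log2 fold changes of the 20 accessions against stage 53 had a median of -0.01 and lay between -0.49 and 0.48, with 10 above and 10 below 0. Limma called 0 of them in either direction, and 0 also at an unadjusted p under 0.05. With the paper's accessions added the median was -0.14, and of the 54 accessions 1 was up-regulated and 1 was down-regulated. NDUFB7 (BC073217) fell by 0.80 on the log2 scale (standard error 0.24, adjusted p = 0.0749 from limma, with a range of 0.0294 to 0.805 over the settings run) and was not called. The settings that called it include the Cy3 signal alone, the F-test over the 4 stages, and leaving out replicate 3 of stage 53. Another entry of NDUFB7 (CK797961) fell by 0.06 at stage 66 (adjusted p = 0.897 from limma) and was not called. UCP2 (BC070531) was higher than at stage 53 by 2.56 (standard error 0.56, adjusted p = 0.0236) but was measured on 2 arrays of stage 66. A further UCP2 accession, BC044682, rose by 0.93 (standard error 0.39, adjusted p = 0.19) and was not called. The call of BC070531 was lost without replicate 2 or 3 of stage 66, without replicate 1 or 2 of stage 53, by the methods' analysis of variance, with the Cy3 signal alone and with the slide series as a block. COX17 (BX847508) rose by 2.35 (standard error 0.75, adjusted p = 0.0944), which is not past the threshold. It was called with outlier spots kept, by the F-test over the 4 stages and without replicate 3 of stage 58.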

As ATP production closely matches the metabolic state of the cell, the down-regulation of this pathway may reflect the fact that most cells are apoptotic at the climax and thus relatively metabolically inactive [15].

**Figure 7:**
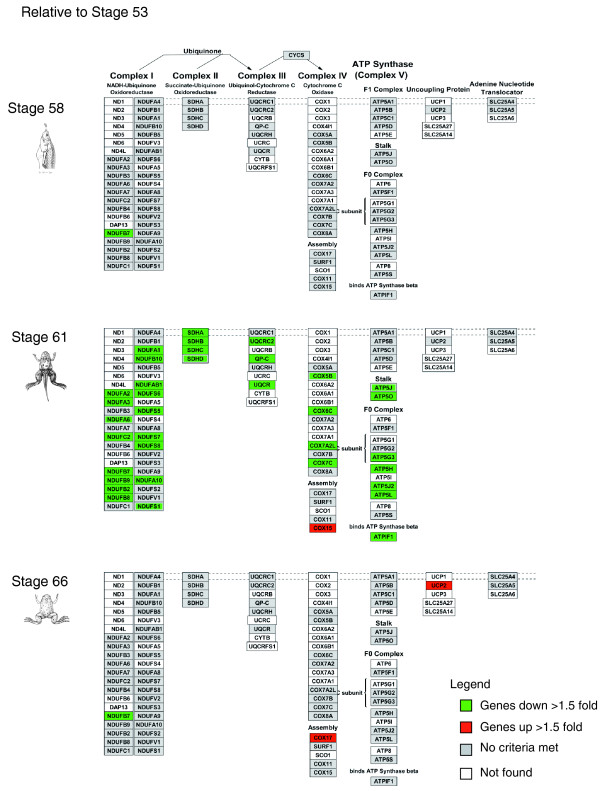
**Temporal regulation of the electron transport pathway during intestinal remodeling**. Genes that are up- or down-regulated at stages 58, 61 and 66 relative to stage 53 are shown in red and green, respectively.

### Meta-analysis: comparison with expression profiles during T3-induced intestinal remodeling

A unique advantage of frog metamorphosis is that it can be induced precociously by adding physiological levels of T3 in the rearing water of pre-metamorphic tadpoles. We have previously carried out a microarray analysis to search for genes that were regulated after T3 treatment of pre-metamorphic tadpoles [17]. Genes that are commonly regulated during both natural and T3-induced intestinal metamorphosis are more likely to play important roles for the transformation process and are thus of high value for future studies. Accordingly, we compared the genes that were regulated at stages 58, 61, and 66 (compared to stage 53) from the present study to those regulated after 1, 3, and 6 days of T3 treatment of stage 52/54 tadpoles (compared to untreated animals) [17]. The intestine of tadpoles treated with T3 for 3 to 6 days had extensive cell death and adult cell proliferation but no adult epithelial differentiation, and thus resembled that at stages 58 to 61 during natural metamorphosis [17]. Molecularly, 5.7, 20.9 and 33% of the genes up-regulated at stage 58 overlapped with genes up-regulated after 1, 3, and 6 days of T3 treatment, respectively (Table 1). A similar percentage overlap was observed for genes down-regulated at stage 58 with those down-regulated after 1, 3, and 6 days of T3 treatment (Table 1). Of the genes up-regulated at stage 66, 4.6, 16.9 and 17.6% overlapped with the up-regulated genes after 1, 3, and 6 days of T3 treatment, respectively, and again similar results were found for the down-regulated genes. Of particular interest is the finding that at the molecular level, stage 58 and 61 tadpole intestines resemble those from pre-metamorphic tadpoles treated with T3 for 3 and 6 days, respectively, in agreement with the histological and histochemical findings [17]. However, even though similar histological changes occur during induced and spontaneous metamorphosis, the gene expression changes associated with intestine remodeling after T3 induction do not strictly correlate with those of specific natural developmental stages, likely due to different levels of T3.

**Table 1:** Overlap of significantly regulated genes between the T3-induced and spontaneous metamorphosis microarrays

	Overlap for up-regulated genes			Overlap for down-regulated genes		
	Day 1 T3	Day 3 T3	Day 6 T3	Day 1 T3	Day 3 T3	Day 6 T3
Stage 58	*36 (*5.7%/8.3%)	*133 *(20.9%/10%)	*210 *(33%/8.8%)	*32 *(9.3%/6.3%)	*95 *(27.7%/6.2%)	*102 *(29.8%/5.9%)
Stage 61	*110 *(3.6%/25.5%)	*489 *(16.2%/36.7%)	*898 *(29.7%/37.8%)	*93 *(5.1%/18.2%)	*398 *(21.6%/25.9%)	*532 *(28.9%/30.5%)
Stage 66	*63 *(4.6%/14.6%)	*231 *(16.9%/17.3%)	*417 *(17.6%/17.6%)	*46 *(7.8%/9%)	*14 *(24.6%/9.5%)	*13 *(23.3%/7.9%)

The number of genes common between those regulated at a developmental stage and those after a particular T3 treatment is shown in italics. The percentages of those commonly regulated genes are given in parentheses after correcting for genes present in both microarray platforms used in the two studies, with the first percentage representing the commonly regulated genes as a percentage of the genes regulated at a developmental stage and the second representing the commonly regulated genes as a percentage of the genes regulated after a T3 treatment.

### Identification of larval- and adult-specific intestinal genes

Tadpole and adult frogs are both free-living animals and require a fully functional intestine. To date, little is known about any potential differences in the gene expression profiles between the two forms. A similar lack of knowledge also exists for the prenatal/neonatal intestine versus the adult intestine in mammals. Our microarray data offer an opportunity to discover larval- versus adult-specific genes. For simplicity, we arbitrarily defined larval- or adult-specific genes as those with ten-fold or more differences in the expression levels between stages 53 (larval) and 66 (adult) on the microarray. This more stringent analysis led to the discovery of 17 larval- and 52 adult-specific genes (Tables 2 and 3). Of these, we were able to find the human homologs for 11 and 30 genes, respectively. 

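With an adjusted p of at most 0.05 in limma, 15 genes were at least 10-fold lower and 49 genes at least 10-fold higher at stage 66 than at stage 53. Of the 15, 14 stand in Table 2, and of the 49, 44 stand in Table 3. Some of these genes were not well above background on any array of 1 of the stages, so that their fold change has only a limit. This holds for 3 of the 15 genes, of which 2 had a limit of at least 10-fold, and for 10 of the 49, of which 8 did. All 17 genes of Table 2 were tested; 15 were lower at stage 66, and 14 of these were past the threshold. KRT8, ANPEP and SLC34A3 did not fall past it. All 52 genes of Table 3 were higher at stage 66, and 45 were past the threshold. The 7 others included AMY2A, CTRB1, CPB1 and HLA-DRA, with standard errors of 1.27, 1.08, 1.92 and 1.25 on the log2 scale from a spread that limma pools over the 4 stages. All 4 were past the threshold without replicate 2 of stage 58. Both counts moved most after normexp and loess, to 4 and 19 genes. On the means alone, without a p-value, 15 genes were at least 10-fold lower and 55 at least 10-fold higher.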

The small numbers made it impossible to analyze their functional GO categories. Thus, we evaluated genes individually. 

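BC086270, which the paper describes as a mucin and Table 2 lists as GCNT3, had a log2 ratio of 1.08 ± 0.10 (SD, n = 3) at stage 53 and -2.71 ± 0.83 (SD, n = 3) at stage 66. It fell by 3.80 (standard error 0.37, adjusted p = 0.000184 from limma), but was well above background on only 1 of the 3 arrays of stage 66. BC060496, a cytochrome P450 listed as CYP3A4, had a log2 ratio of 4.89 ± 0.45 (SD, n = 3) at stage 53 and 1.09 ± 0.29 (SD, n = 3) at stage 66, a log2 fold change of -3.80 (standard error 0.30, adjusted p = 4.37e-05). All 3 arrays of stage 66 lay below the mean of stage 53 for both genes. With the slide series as a block, BC086270 was no longer past the threshold.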

Interestingly, a number of larval-specific genes (for example, BC086270 (mucin) and BC060496 (cytochrome P450)), have been described as molecular biomarkers for colon and other human cancers [18-20], suggesting that inappropriate continued expression of larval/embryonic genes in the adult intestine leads to, or is indicative of, cancer development. Among the adult-specific genes, several genes associated with digestion were significantly up-regulated. 

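Some genes of Table 3 encode digestive enzymes or their inhibitor. Of these, elastase 1 (BC072970) was not well above background on any array of stage 53. As processed here, its expression was at least 116-fold higher at stage 66, but over the settings run its log2 fold change was as small as 4.17. Carboxypeptidase A1 (CPA1, BC056856) rose by 5.27 on the log2 scale (standard error 0.95, adjusted p = 0.00792 from limma). CF271543, which the paper's supplementary tables pair with SPINK1 (a trypsin inhibitor), rose by 5.11 (standard error 0.30, adjusted p = 4.85e-06 from limma). The increases of CPB1, CTRB1 and AMY2A were not past the threshold. CPB1 (BC084832), measured on 2 arrays of stage 66, rose by 5.76 (adjusted p = 0.107 from limma), CTRB1 (BC073555) by 3.87 (adjusted p = 0.0556) and AMY2A (BC056841) by 3.61 (adjusted p = 0.116). A list of enzymes of the exocrine pancreas, with the accessions that the paper's tables pair with it, held 18 accessions, whose median log2 fold change at stage 66 was 3.49 with 8 of them called. The array's own names give 4 of the 18, with a median of 4.36 and 1 called (3 over the list alone). The others stand in the paper's tables of regulated genes and are not independent evidence. On single arrays the median of the 18 over the mean of stage 53 was 3.71, 2.56 and 3.41 at stage 66. It also differed between the arrays of stage 58, with values of 2.64, -0.72 and 3.18.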

The expression of these genes is likely important to accommodate the dietary changes.

**Table 2:** Larval specific genes with ≤0.1-fold expression at stage 66 versus stage 53

	GenBank	Gene	Gene name	Fold change
1	AY762616	*UGDH*	UDP-glucose dehydrogenase (mucin)	0.07
2	BC042305	*SLC22A6*	Solute carrier family 22 (organic anion transporter)	0.07
3	BC044073	*ISYNA1*	Inositol-3-phosphate synthase 1	0.03
4	BC044116	*KRT8*	Keratin 8	0.00
5	BC056840	*LTF*	Lactotransferrin	0.07
6	BC060496	*CYP3A4*	Cytochrome P450, family 3, subfamily A, polypeptide 4	0.07
7	BC072842	*TRIM2*	Tripartite motif-containing 2	0.07
8	BC074222	*SLC16A1*	Solute carrier family 16	0.04
9	BC081224	*TXNRD1*	Thioredoxin reductase 1	0.08
10	BC082530	*SLC34A3*	Solute carrier family 34 (sodium phosphate)	0.03
11	BC085055	*ANPEP*	Alanyl (membrane) aminopeptidase	0.02
12	BC086270	*GCNT3*	Glucosaminyl (N-acetyl) transferase 3	0.10
13	BJ057663	*AIFM2*	Apoptosis-inducing factor, mitochondrion-associated, 2	0.05
14	BX844453	*DIO1*	Deiodinase, iodothyronine, type I	0.09
15	CK799950		*Transcribed locus*	0.05
16	DQ096886	*CA14*	Carbonic anhydrase 14	0.08
17	L20816	*PLCB3*	Phospholipase C, beta 3	0.09

**Table 3:** Adult specific genes with ≥10-fold expression at stage 66 versus stage 53

	GenBank	Gene	Gene name	Fold change
1	AF170337		*Transcribed locus*	24.15
2	AY260728	*SLC5A8*	Solute carrier family 5 (iodide transporter)	58.97
3	BC043635	*ARG1*	Arginase	20.07
4	BC045220	*MATN2*	Matrilin 2	12.53
5	BC053814	*INMT*	Indolethylamine N-methyltransferase	24.27
6	BC054155		*Transcribed locus*	53.57
7	BC054202		*Transcribed locus*	18.55
8	BC054284	*HSD11B1*	Hydroxysteroid (11-beta) dehydrogenase 1	15.61
9	BC054987	*NAALADL1*	N-acetylated alpha-linked acidic dipeptidase-like 1	15.98
10	BC056841	*AMY2A*	Amylase	12.21
11	BC056856	*CPA1*	Carboxypeptidase A1	38.45
12	BC059786		*Transcribed locus*	69.65
13	BC059976		*Transcribed locus*	22.40
14	BC061680	*RDH16*	Retinol dehydrogenase 16	24.15
15	BC070669	*ADH1B*	Alcohol dehydrogenase 1B	15.66
16	BC070682	*KRT19*	Keratin 19	16.04
17	BC071004	*SULT2A1*	Sulfotransferase family 3A	11.68
18	BC072097	*ACTA1*	Actin, alpha 1	20.68
19	BC072970	*CELA1*	Chymotrypsin-like elastase family,	176.44
20	BC073555	*CTRB1*	Chymotrypsinogen B1	14.60
21	BC074179	*ABAT*	4-aminobutyrate aminotransferase	14.42
21	BC074200	*HAO2*	Hydroxyacid oxidase 2	11.21
23	BC077848	*HPGD*	Hydroxyprostaglandin dehydrogenase 15-(NAD)	17.23
24	BC078061	*ELA3*	Elastase 3	136.11
25	BC078585	*CELA1*	Chymotrypsin-like elastase family	10.86
26	BC080035	*HLA-DRA*	Major histocompatibility complex, class II, DR alpha	10.65
27	BC080096	*SULT1A1*	Sulfotransferase family, cytosolic 1A	72.69
28	BC081152	*NFIX2*	Nuclear factor I/X2	121.87
29	BC081272	*CALB1*	Calbindin 1, 28kDa	444.83
30	BC082401	*DPP4*	Dipeptidyl-peptidase 4	74.40
31	BC082713		*Transcribed locus*	11.28
32	BC082923	*TNNI3*	Troponin I type 3	22.26
33	BC084270		*Transcribed locus*	24.97
34	BC084428	*MAOB*	Monoamine oxidase B	83.83
35	BC084607		*Transcribed locus*	16.91
36	BC084832	*CPB1*	Carboxypeptidase B1	60.91
37	BC085060		*Transcribed locus*	20.23
38	BC085209	*FAM55D*	Family with sequence similarity 55	11.96
39	BE509325	*ALPI*	Alkaline phosphatase, intestinal	10.59
40	BG160459	*HBG1*	Hemoglobin, gamma A	31.96
41	BG346716		*Transcribed locus*	31.94
42	BG407150		*Transcribed locus*	16.35
43	BX843298		*Transcribed locus*	11.44
44	BX845609	*PRSS2*	Protease, serine, 2 (trypsin 1)	11.63
45	BX846064		*Transcribed locus*	32.00
46	BX846116		*Transcribed locus*	10.45
47	BX849304	*PRSS3*	Chymotrypsin-like elastase family	86.57
48	CB943692		*Transcribed locus*	31.69
49	CD300904		*Transcribed locus*	21.17
50	CF271248	*LGALS1*	Lectin, galactoside-binding, soluble1	21.19
51	CF271543		*Transcribed locus*	34.55
52	L28111	*DIO3*	Deiodinase, iodothyronine, type III	34.53

To confirm the bioinformatics and determine the cell type specificity of these larval- and adult-specific genes, four genes were randomly selected from each category and evaluated by RT-qPCR and *in situ *hybridization. The RT-qPCR results confirmed the larval and adult gene specificity within the intestine (Figure 8). *In situ *hybridization failed to detect convincing signals for the selected larval-specific genes despite trying multiple different probes, presumably due to low expression levels. On the other hand, of the four adult genes, two were expressed in the epithelium while the other two were in the connective tissue (Figure 9), indicating that the adult-specific genes are not restricted to the epithelium as one might have expected given the dominant role of the epithelium in the physiological function of the adult intestine.

**Figure 8:**
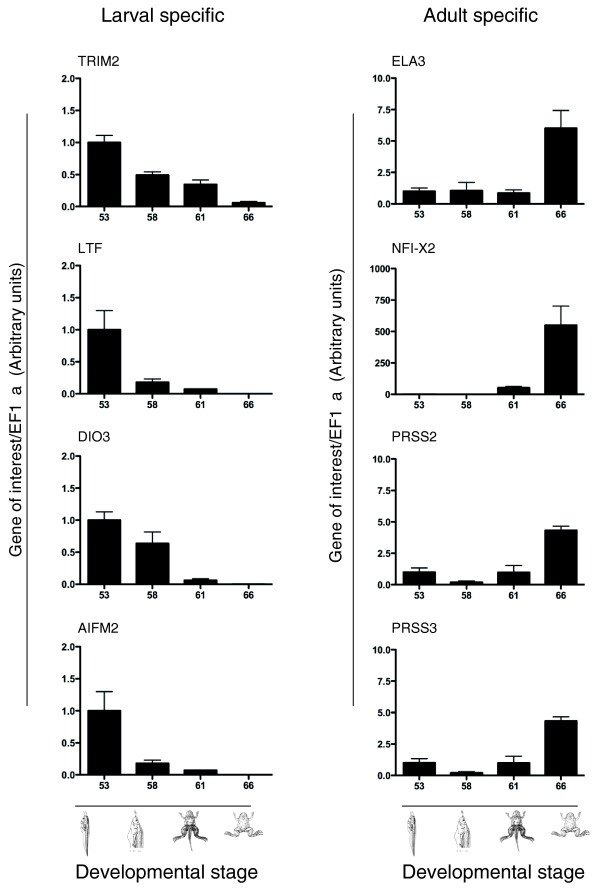
**The expression of larval- and adult-specific genes during natural metamorphosis**. Larval- and adult-specific genes analyzed by RT-qPCR, confirming the larval- and adult-specific designation based on microarray analysis.

**Figure 9:**
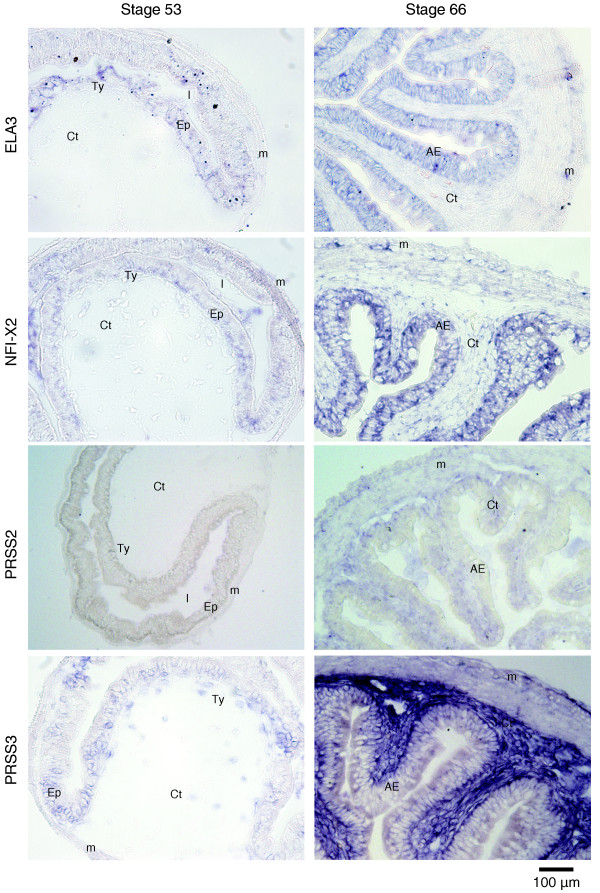
***In situ *hybridization of the four adult-specific genes with intestinal cross-sections at stages 53 and 66**. Scale bar = 100 μm. AE: adult epithelium; Ct: connective tissue; Ep: epithelium; L: lumen; M: muscle; Ty: typhlosole.

### Parallels between amphibian and mouse gene expression during postembryonic intestinal development

To obtain a perspective on gene expression changes during intestinal metamorphosis and mammalian intestinal maturation during postembryonic development, we investigated the possible similarities in gene regulation between *X. laevis *and mouse. As both species are under the influence of increasing levels of circulating T3 during postembryonic development, we focused on genes whose expression is likely upregulated when T3 levels are high. We thus ranked the genes based on relative expression at stage 61 (climax of metamorphosis when T3 level peaks) in comparison to stages 53 (when there is little T3) and 66 (the end of metamorphosis) and identified 68 genes with ≥7-fold higher expression at stage 61 compared to that at stage 53 or 66. Among these 68 genes, we were able to find the corresponding homologs and design primers for 27 genes (the mammalian homologs for many *Xenopus *sequences could not be identified as the cDNA sequences are incomplete). 

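Expression at stage 61 was at least 7-fold higher than at stage 53 and also at least 7-fold higher than at stage 66 for 63 genes, with an adjusted p of at most 0.05 in both comparisons (limma). Without a p-value the number was also 63. For 17 of these genes at least 1 comparison has only a limit, because the probe was not well above background or was saturated on every array of a stage. With the limits in place of the fold changes, a choice made after seeing the data, 59 genes remained at least 7-fold higher. A reading that asks for a 7-fold increase over either stage gave 243 genes, of which 220 passed against stage 53 and 86 against stage 66. After normexp and loess 24 genes passed both comparisons. Among the genes drawn in Fig. 10, MMP14 (BC077870) rose by 5.69 on the log2 scale against stage 53 (standard error 0.40, adjusted p = 1.28e-05), but rested on 1 usable array of stage 61. EBI3 (BX844628) rose by 3.42 (standard error 0.27, adjusted p = 1.28e-05).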

To evaluate the conservation in the gene expression profiles, we obtained commercial mouse intestinal RNA samples from embryonic stages E17 and E18 (comparable to *Xenopus *stages 53 to 58 with regard to T3 levels), around birth (1 day to 2 weeks of age; comparable to amphibian stages 59 to 62), at weaning and adult (3 to 4 and 8 weeks of age, respectively; comparable to amphibian stages 64 to 66) and performed RT-qPCR for all 27 genes (Table S2B in Additional file 1). The vast majority of the genes (19 out of 27 genes) showed a similar pattern of regulation as seen in *Xenopus*, that is, with a peak in gene expression observed in the first 2 weeks after birth when T3 levels are high (Figure 10; Table S2B in Additional file 1). The remaining eight genes had similar levels of expression from E17 to 2 weeks of age (weaning), after which their expression was significantly decreased (not shown). All together, these data suggest that the molecular regulation of intestinal development in different vertebrate species is highly conserved.

**Figure 10:**
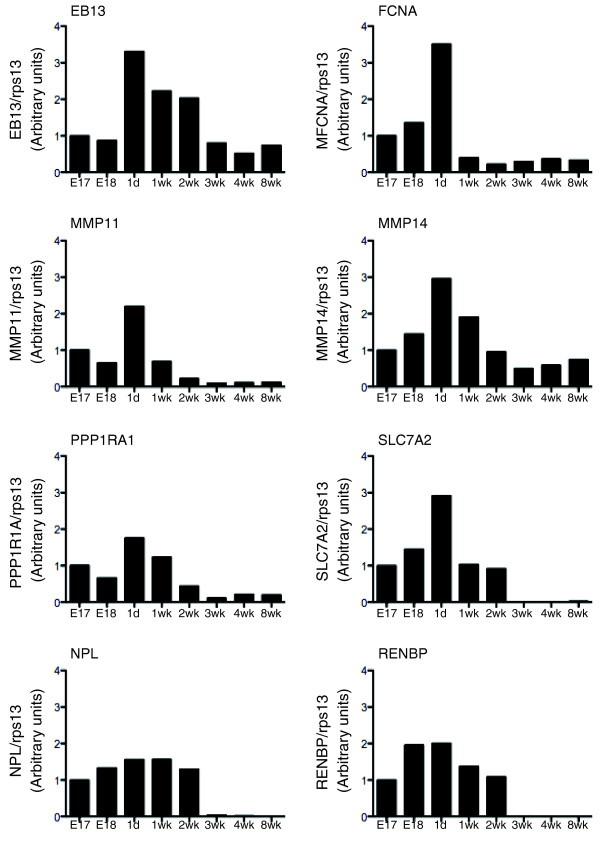
**Gene expression during mouse development**. RT-qPCR analysis was carried out for the indicated genes on mouse intestinal RNA at indicated stages. Note that the expression patterns of mouse *EB13*, *FCNA*, *MMP11*, *MMP14*, *PPP1RA1 *and *SLC7A2 *were similar to those of their homologs in *Xenopus *during metamorphosis as observed by microarray, that is, there were higher levels of expression shortly after birth in the mouse when T3 levels are high, just like at metamorphic climax. The expression of *NPL *and *RENBP *represent profiles of genes that differ from those in *Xenopus*. All RT-qPCR results are expressed relative to the control *RPS13*, with the expression of the genes at E17 arbitrarily set to 1.

## Conclusions

Most vertebrate diets change during development. To date, little is known about the underlying molecular basis responsible for the tissue remodeling needed for this diet change. Here, using *X. laevis *metamorphosis as a model, we investigated gene expression profiles of the intestine during the transition from the larval to adult form. Interestingly, despite the dependency on T3 for intestinal remodeling, meta-analysis revealed that only half of the genes regulated in the intestine during natural development were common with those regulated upon treatment of pre-metamorphic tadpoles with T3, suggesting that significant differences exist between T3-induced and natural metamorphosis. We identified six major gene clusters involved in the intestinal transformation from the embryo to adult form. The two largest clusters have peak and trough expression levels, respectively, at the metamorphic climax, equivalent to around birth in mammals. Moreover, genes induced at metamorphic climax (stage 61) parallel those with expression peaks in mouse intestinal maturation around birth. These and other known conserved genes in vertebrate postembryonic development, especially with regard to the intestine, argue that many of our findings here are likely applicable to mammalian development.

Although the larval to adult remodeling of the epithelium of the *X. laevis *intestine has been well studied at the cellular level, to date, few genes specifically expressed in the larval or adult intestine had been identified. An important contribution of this study is the identification of novel larval/embryonic- and adult-specific (enriched) genes, which provide new insights into the molecular regulation of GI development/function and are likely worthy of further investigation in GI developmental and disease models. We identified 17 larval-specific and 52 adult-specific genes. These genes are likely related to the specific physiological functions of the larval and adult organ. Many adult-specific genes are associated with digestion. For example, dietary enzymes, including the serine proteinases PRSS2 and PRSS3, are significantly increased in the adult intestine. 

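PRSS2 (BX845609) had a log2 ratio of -1.93 ± 0.43 (SD, n = 3) at stage 53 and 1.61 ± 0.17 (SD, n = 3) at stage 66, an increase of 3.54 (standard error 0.24, adjusted p = 1.63e-05 from limma with Benjamini-Hochberg adjustment). Its probe was well above background on 1 of the 3 arrays of stage 53. BX849304, which Table 3 lists as PRSS3 with the name of an elastase family, rose from -5.61 ± 0.15 (SD, n = 3) to 0.83 ± 0.68 (SD, n = 3). This is an increase of 6.44 (standard error 0.29, adjusted p = 5.88e-07 from limma). ELA3 (BC078061) rose by 6.84 (standard error 0.21, adjusted p = 1.25e-07) and NFI-X2 (BC081152) by 7.09 (standard error 0.22, adjusted p = 1.34e-07), each measured on 2 arrays of stage 66. For all 4 genes every usable array of stage 66 lay above the mean of stage 53, and the call was kept in every setting run.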

Serine proteinases (trypsins) were only considered to be synthesized in the pancreas, although there was one study showing that they are expressed at high levels in the adult pancreas and small intestine in both humans and mice [21]. Trypsin is essential for food digestion, but is also involved in other physiological and pathological processes, such as inflammation and tumor invasion [22,23]. Aberrant expression of intestinal trypsin may be indicative of pathological processes. Both PRSS2 and PRSS3 are expressed in the connective tissue of the frog but not tadpole intestine. Two other adult-specific genes evaluated, *ELA3 *and *NFI-X2*, were predominantly expressed in the epithelium. These genes may provide good adult-specific markers to evaluate adult epithelial regeneration.

The larval-specific genes vary in their potential functions. We found that the larval-specific genes such as AY762616 (UDP-glucose dehydrogenase) and BC042305 (solute carrier 22A6) may play a role in signal transduction and cell migration, while mucin, cytochrome P450, BC081224 (thioredoxin reductase), BC044116 (keratin 8) and BC056840 (lactotransferrin) are described as potential molecular markers for colon, breast and other cancers [24,25], suggesting that inappropriate expression of larval-specific genes in adult intestine may cause or be indicative of cancer formation. 

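AY762616 (UDP-glucose dehydrogenase) had a log2 ratio of 3.61 ± 0.14 (SD, n = 3) at stage 53 and -0.27 ± 0.28 (SD, n = 3) at stage 66, and fell by 3.89 (standard error 0.18, adjusted p = 2.94e-06 from limma with Benjamini-Hochberg adjustment). BC042305 (SLC22A6) was not well above background on any array of stage 66. As processed here, its expression there was at least 13.7-fold lower than at stage 53, but over the settings run its log2 fold change was as small as -1.30. BC081224 (thioredoxin reductase) fell by 3.61 (standard error 0.38, adjusted p = 0.000262), but not past the threshold with the slide series as a block, and BC056840 (lactotransferrin) fell by 3.81 (standard error 0.33, adjusted p = 8.22e-05). BC044116 (keratin 8) had a log2 ratio of 1.1 ± 0.21 (SD, n = 3) at stage 53 and 1.71 ± 0.05 (SD, n = 3) at stage 66. All 3 arrays of stage 66 were higher than the mean of stage 53, by 0.61 on average (standard error 0.18, adjusted p = 0.0714), which is not past the threshold. In the settings run its log2 fold change lay between 0.34 and 0.70, and it was called up-regulated with probes well above background in both channels on every array, by the F-test over the 4 stages, by the methods' analysis of variance and without replicate 3 of stage 58.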

As there has been a surge in human colon cancers since the mid-1980s, the identification of larval- and adult-specific genes as reported here should help to increase our understanding of their role at specific time points during development, and their expression earlier or later during development may represent specific candidate genes as colorectal cancer markers. Furthermore, as the GI is constantly self-renewed, it is important to evaluate potential genes that may act as, or be indicators for, tumor cells with stem-cell-like properties; larval- and adult-enriched categories may prove to be an important starting point in this evaluation.

Although gene expression studies have been recently reported for the digestive tract in zebrafish and mouse [26,27], these species lack the distinct, stage-dependent tissue transformation events that occur during metamorphosis, thus making it difficult to correlate gene expression profile changes with cellular transformations. Secondly, the influence of T3 in zebrafish and mouse GI development and maturation at the molecular level has not been evaluated to the same extent as in amphibians. Amphibian metamorphosis has three distinct developmental stages: pre-metamorphosis, pro-metamorphosis and metamorphic climax. During pre-metamorphosis, the tadpole lacks endogenous T3 but is competent to respond to exogenous T3, which can induce a precocious metamorphosis. Pro-metamorphosis begins (around stage 55) with the maturation of the thyroid gland and low-level secretion of T3, which initiates the first metamorphic changes, such as limb development. Endogenous T3 levels continue to rise and peak dramatically at metamorphic climax (stages 58 to 65), which is characterized by the rapid, overt transformation of the tadpole [8]. 

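By the fitted change, the largest increases at stage 58 against stage 53 among the genes called were those of BC054155, which rose by 6.95 on the log2 scale (standard error 0.44, adjusted p = 2.66e-05 from limma), CD74 (BC059976), which rose by 5.19, and L15586, which was not well above background at stage 53 and was at least 17.7-fold higher. The largest decreases at stage 58 were those of CYP1A1 (AB022088), which fell by 3.67, UCP1 (BC086297), which fell by 3.61, and SLC22A6 (BC042305), which fell by 3.54. At stage 61 the largest increases were those of IM28 (AF170337), which was not well above background at stage 53, BC054155, whose spots were saturated at stage 61, and stromelysin-3 (Z27093), which rose by 8.54. The largest decreases at stage 61 were those of GATM (BC047973), which fell by 6.44, ELOVL2 (BC080108), which fell by 6.42, and UCP1, which was at least 35-fold lower. At stage 66, BC081272, which Table 3 lists as CALB1, rose by 8.80 (standard error 0.57, adjusted p = 1.08e-05), NFI-X2 (BC081152) rose by 7.09 on 2 arrays, and elastase 1 (BC072970) was not well above background at stage 53. The largest decreases at stage 66 were those of SLC16A12 (BC074222), which was at least 21.8-fold lower, ISYNA1 (BC044073), which fell by 4.94, and CK799950, which fell by 4.34. These genes changed in the same direction on every usable array. The place of a gene that was not well above background or was saturated at a stage is not established, since its fitted change is not an exact one. The limits hold only as processed here. Over the settings run the log2 fold change was as small as 1.90 for L15586 at stage 58, -2.40 for UCP1 at stage 61 and -1.91 for SLC16A12 at stage 66. UCP1 at stage 58 was not past the threshold after normexp and loess, with outlier spots kept, without replicate 1 of stage 53 or without replicate 1 of stage 58, and L15586 at stage 58 was not past it after normexp and loess.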

Our study reveals that for each developmental stage, many genes were regulated in comparison to the pre-metamorphic (larval) controls (stage 53). Interestingly, the number of genes coordinately/commonly regulated in the three metamorphosing stages (stages 58, 61, 66, when compared to stage 53) was strikingly low, indicative of distinct molecular processes needed for different stages of metamorphosis.

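Of the genes up-regulated at 1 stage or more, 6.77% were up-regulated at all 3 stages, and of those down-regulated at 1 stage or more, 3.56% were down-regulated at all 3. Most of the remaining genes were regulated at stage 61 alone, with 1682 genes up-regulated and 1357 down-regulated only there. The numbers regulated at stage 58 alone were 66 and 43, and at stage 66 alone 378 and 183. A gene called at 1 stage and not at another is not shown to differ between them, and these numbers count calls, not tested differences between stages.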

It should be reiterated that the largest cluster of genes involved in amphibian GI development includes genes that were significantly up-regulated at stage 61 (cluster 1), coinciding with the high concentration of endogenous T3. These data suggest that during natural development, most significant changes occur at metamorphic climax and that the genes in these categories are most likely T3-dependent genes that follow the gene expression profile of the established T3 response genes *ST3 *(involved in tissue breakdown) and *XHH *(involved in cell differentiation). 

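Stromelysin-3 (ST3, Z27093), which the array names MMP11, had a log2 ratio to the reference of -3.71 ± 0.31 (SD, n = 3) at stage 53 and 4.83 ± 0.40 (SD, n = 2) at stage 61, an increase of 8.54 (standard error 0.44, adjusted p = 1.84e-06 from limma with Benjamini-Hochberg adjustment). It rose by 2.55 at stage 58 (standard error 0.40, adjusted p = 0.00554) and by 1.70 at stage 66 (standard error 0.40, adjusted p = 0.0264). Sonic hedgehog (XHH, L39213) changed from -1.76 ± 0.67 (SD, n = 3) at stage 53 to 1.93 ± 0.12 (SD, n = 2) at stage 61, an increase of 3.69 (standard error 0.34, adjusted p = 3.25e-05). The thyroid hormone receptor TRβ (M35362) rose by 2.40 at stage 61 (standard error 0.24, adjusted p = 5.27e-05), and its changes at stages 58 (0.54) and 66 (0.44) were not past the threshold. Gelatinase A (BC054947, MMP2) rose by 4.73 (standard error 0.23, adjusted p = 1.06e-06). Both arrays of stage 61 lay above every array of the other stages for each of these 4 genes. From the rise of cluster 1 at stage 61, when endogenous T3 is highest, the paper proposes that most significant changes occur at metamorphic climax and that the genes of this cluster are most likely T3-dependent, as their profile follows that of ST3 and XHH.

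**Figure D4:**
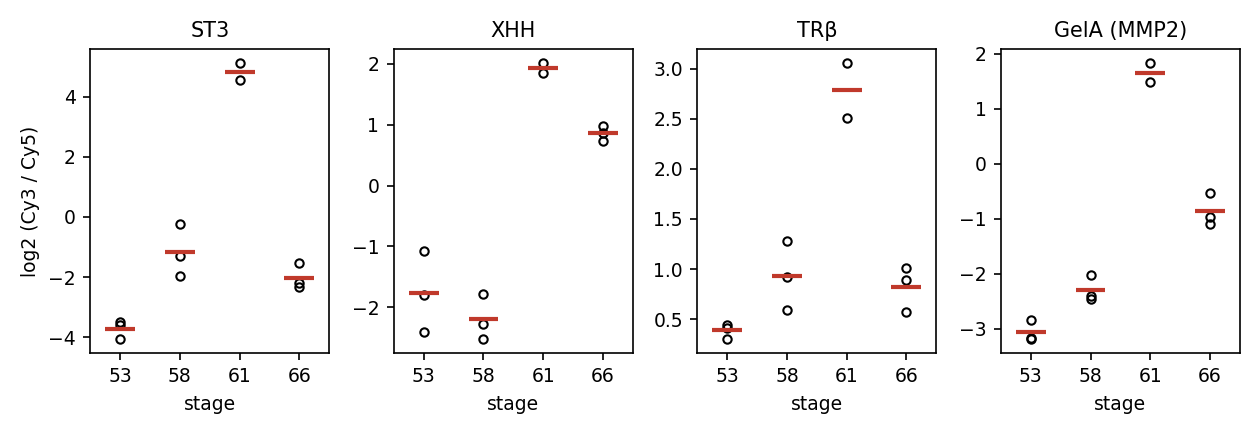
Log2 ratio of Cy3 (intestine) to Cy5 (reference) of ST3, XHH, TRβ and gelatinase A (MMP2) at stages 53, 58, 61 and 66. Each point is an array and each red line a stage mean; in all 4 panels the 2 points of stage 61 lie above those of the other stages.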

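The genes of cluster 2 lay on average 0.53 above the mean of the 4 stages on the log2 scale at stage 53, 0.25 above it at stage 58 and 0.26 above it at stage 66, while their mean at stage 61 was -1.04. For the genes of cluster 1 the corresponding means were -0.62, -0.31 and -0.15 at stages 53, 58 and 66. The genes were assigned by these profiles, so that the shape of the mean profile follows from the assignment.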

The second largest cluster of genes is the inverse of cluster 1, where gene expression is high before climax, then drops dramatically at climax, and then rises again at the end of metamorphosis. 

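The intestinal fatty acid binding protein IFABP (L19946) had a log2 ratio to the reference of 3.18 ± 0.22 (SD, n = 3) at stage 53 and -2.89 ± 0.31 (SD, n = 2) at stage 61. It fell by 6.07 (standard error 0.23, adjusted p = 4.76e-07 from limma with Benjamini-Hochberg adjustment), and both arrays of stage 61 lay below every array of the other stages. On the arrays of stage 66 its log2 ratio was 3.5, 3.69 and 3.76.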

The genes in this cluster likely require fully differentiated cells, as indicated by the expression of *IFABP*, a marker for fully differentiated intestinal epithelial cells. Moreover, our comparative analysis revealed that during mammalian intestinal development, the genes that peaked in expression at stages 61, such as *MMP11 *(mouse homolog for amphibian ST3) were also significantly up-regulated at birth in mouse. This suggests that molecular signatures during intestinal development and maturation are highly conserved in different species and that the role of T3 in regulating target genes for intestinal development is of potential importance. Future comparative studies are needed to evaluate the significance of T3 regulation in early gut development in the embryo or fetus.

Using GenMAPP databases to analyze biological pathways that play an important role in GI development, we found that the TGF-β signaling pathway and the electron transport chain are significantly up- and down-regulated at the climax of metamorphosis, respectively (clusters 1 and 2, respectively). The TGF-β signaling pathway has been implicated in both apoptosis and cell proliferation; thus, its up-regulation at metamorphic climax may allow it to participate in both larval epithelial cell death and adult cell proliferation. Clearly, future functional studies are needed to test this. Interestingly, TGF-β has been implicated as a tumor promoter in intestinal epithelial cells that have become resistant to its tumor suppressor activity [28-30]. Our finding that this pathway is involved in the transition from larval to adult intestine suggests that alteration of its normal developmental function may be important for tumor development and metastasis. Therefore, the identification and understanding of the TGF-β pathway and how it is controlled or turned off in natural development in frogs may reveal targets of intervention for treatment of human intestinal cancers. The GO categories in cluster 2 include genes for glucose metabolism and mitochondrial ATP synthesis, such as in the electron transport chain. The latter were also previously identified to be down-regulated in the intestine after T3 treatment of pre-metamorphic tadpoles. Their down-regulation is likely important for the apoptotic removal of larval epithelial cells. Interestingly, insertional mutagenesis screens with zebrafish found that mutations in mitochondrial ATP synthase genes caused both liver and intestinal defects during development. One of the genes significantly regulated in the electron transport chain, the ATP-binding cassette transporter, utilizes energy from ATP hydrolysis to carry out biological processes, including translocation, translation of RNA and DNA repair. Mutation of this gene or disruptions in its expression may lead to a number of inheritable human diseases, such as cystic fibrosis [31]. Therefore, defects in the function of genes in clusters 1 and 2 may significantly contribute to the development of specific GI and other diseases. Clearly, future analyses are required to determine the functional roles of these genes in the development of the vertebrate intestine.

## Materials and methods

### Animals

Tadpoles were purchased from NASCO (Fort Atkinson, WI, USA). All animals were maintained and used in accordance with the guidelines established by NICHD Animal Use and Care Committee.

### RNA extraction and microarray analyses

RNA was isolated and subjected to microarray (Agilent slides AMADID 013665) analysis using a two-color reference design system [14,17,32]. Five tadpoles were pooled for each of three biological replicates per developmental stage. Both data and platform have been submitted to the Gene Expression Omnibus (GEO; accession numbers [GEO:GPL10302] for the platform and [GEO:GSE21303] for the data). To identify statistically significant gene expression changes, ANOVA was performed across all developmental time points with a false discovery rate of ≤5% for multivariate correction. Bioinformatics analysis was performed with software from the NIA microarray analysis tool [13,33,34], GenMAPP and MAPPFinder with GO terms [35,36] and GOMiner [37]. To depict gene expression changes using heatmaps, the normalized intensity values at different stages for each gene were mean-centered and analyzed with TIGR-MEV software [38].

### RT-qPCR for amphibian intestines

RT-qPCR was performed as described [32] using primers and either FAM-labeled TaqMan probes or SYBR^® ^Green (Applied Biosystems, Foster City, CA, USA). Genes examined with the FAM-labeled Taqman probes were *TRβ*, *ST3*, *XHH*, *IFABP*, *TH*/*bZIP *and *GelA*. The expression level of each gene was normalized to that of the control gene *rpl8 *(ribosomal protein L8) [39]. Additional genes for microarry validation were analyzed with SYBR^® ^Green with the expression level of each gene normalized to that of the reference gene, *EF-1α *(elongation factor 1α). Primers are listed in Tables S1 and S2A in Additional file 1.

### Intestine histology, TUNEL assay, BrdU treatment, immunohistochemistry and in situ hybridization

Intestines were Bouin fixed, embedded in paraffin, sectioned and stained with H&E. Cell death was detected with TUNEL (terminal deoxyribonucleotidyl transferase-mediated dUTP-biotin nick labeling) assay [40]. To identify proliferating cells, live tadpoles were injected with 10 μl of BrdUrd (10 mM) 12 h before fixation with 4% paraformaldehyde, embedded in OCT compound, cryosectioned and processed for immunohistochemistry as described [41]. *In situ *hybridization probes were generated from cDNA clones (Open Biosystems Inc. Huntsville, AL, USA). The plasmids were linearized to synthesize both sense and antisense probes with T7 or SP6 RNA polymerase by using digoxigenin (DIG) RNA labeling mix (Roche Applied Science, Indianapolis, IN, USA). *In situ *hybridization was done as described [42].

### RT-qPCR for mouse intestines

Mouse RNA samples were purchased from Zyagen Laboratories (San Diego, CA, USA) at the ages of E17, E18, 1 day, and 2, 3, 4 and 8 weeks. These time points were selected to encompass the developmental period of intestinal maturation and when T3 levels mimic those around stages 63 to 66 in *Xenopus*. RT-qPCR was performed with SYBR^® ^Green as described above for amphibian tissue. The expression level of each gene was normalized to that of the reference gene, *RPS13 *(ribosomal protein S13). Primers are listed in Table S2B in Additional file 1.

## Abbreviations

BrdU: 5-bromo-2-deoxyuridine; EF-1α: elongation factor 1α; GelA: gelatinase A; GI: gastrointestinal; GO: Gene Ontology; H&E: haematoxylin and eosin; IFABP: intestinal fatty acid binding protein; rpl8: ribosomal protein L8; RT-qPCR: quantitative reverse-transcription PCR; ST3: stromelysin-3; T3: thyroid hormone; TGF-β: transforming growth factor-beta; TH/bZIP: T3-responsive basic leucine zipper transcription factor; TR: T3 receptor; TUNEL: terminal deoxyribonucleotidyl transferase-mediated dUTP-biotin nick labeling; XHH: sonic hedgehog.

## Authors' contributions

RH, BD, DB, and MF carried out the experiments and data analysis. RH wrote the first draft. YS supervised the research and finalized the paper. All the authors critically revised and approved the final version of the paper.

## Supplementary Material

Additional file 1 **Tables S1 to S6**. A PDF file containing supplementary tables. Click here for file

Additional file 2 **Figure S1**. A PDF file containing a supplementary figure. Click here for file

## References

[B1] DaucaMBouzigesFColinSKedingerMKellerMKSchiltJSimon-AssmannPHaffenKDevelopment of the vertebrate small intestine and mechanisms of cell differentiationInt J Dev Biol1990342052182203458

[B2] ChengHLeblondCPOrigin, differentiation and renewal of the four main epithelial cell types in the mouse small intestine. III. Entero-endocrine cellsAm J Anat197414150351910.1002/aja.10014104054216261

[B3] van der FlierLGCleversHStem cells, self-renewal, and differentiation in the intestinal epitheliumAnnu Rev Physiol20097124126010.1146/annurev.physiol.010908.16314518808327

[B4] SimonTCGordonJIIntestinal epithelial cell differentiation: new insights from mice, flies and nematodesCurr Opin Genet Dev1995557758610.1016/0959-437X(95)80026-38664545

[B5] SegalGHPetrasRESternberg SSSmall intestineHistology for Pathologists1992New York.: Raven Press, Ltd547571

[B6] CrosnierCStamatakiDLewisJOrganizing cell renewal in the intestine: stem cells, signals and combinatorial controlNat Rev Genet2006734935910.1038/nrg184016619050

[B7] TataJRGene expression during metamorphosis: an ideal model for post-embryonic developmentBioessays19931523924810.1002/bies.9501504048517853

[B8] ShiY-BAmphibian Metamorphosis: From Morphology to Molecular Biology1999New York: John Wiley & Sons, Inc

[B9] ShiY-BIshizuya-OkaABiphasic intestinal development in amphibians: embryogensis and remodeling during metamorphosisCurr Top Dev Biol19963220523510.1016/S0070-2153(08)60429-98929670

[B10] BuchholzDRPaulBDFuLShiYBMolecular and developmental analyses of thyroid hormone receptor function in *Xenopus laevis*, the African clawed frogGen Comp Endocrinol200614511910.1016/j.ygcen.2005.07.00916266705

[B11] HenningsSRubinDShulmanJJohnson LROntogeny of the intestinal mucosaPhysiology of the Gastrointestinal Tract19943New York: Raven Press571601

[B12] LeloupJBuscagliaMLa triiodothyronine: hormone de la métamorphose des amphibiensCR Acad Sci197728422612263

[B13] SharovAADudekulaDBKoMSA web-based tool for principal component and significance analysis of microarray dataBioinformatics2005212548254910.1093/bioinformatics/bti34315734774

[B14] DasBCaiLCarterMGPiaoY-LSharovAAKoMSHBrownDDGene expression changes at metamorphosis induce by thyroid hormone in *Xenopus laevis *tadpolesDev Biol200629134235510.1016/j.ydbio.2005.12.03216458881

[B15] LiuXZouHSlaughterCWangXCDFF, a heterodimeric protein that functions downstream of caspase-3 to trigger DNA fragmentation during apoptosisCell19978917518410.1016/S0092-8674(00)80197-X9108473

[B16] SanchoEBatlleECleversHSignaling pathways in intestinal development and cancerAnnu Rev Cell Dev Biol20042069572310.1146/annurev.cellbio.20.010403.09280515473857

[B17] BuchholzDRHeimeierRADasBWashingtonTShiY-BPairing morphology with gene expression in thyroid hormone-induced intestinal remodeling and identification of a core set of TH-induced genes across tadpole tissuesDev Biol200730357659010.1016/j.ydbio.2006.11.03717214978

[B18] HuangMCChenHYHuangHCHuangJLiangJTShenTLLinNYHoCCChoIMHsuSMC2GnT-M is downregulated in colorectal cancer and its re-expression causes growth inhibition of colon cancer cellsOncogene2006253267327610.1038/sj.onc.120935016418723

[B19] SumanGJamilKSuseelaKVamsyMCNovel mutations of CYP3A4 in fine needle aspiration cytology samples of breast cancer patients and its clinical correlationsCancer Biomark2009533401924206010.3233/CBM-2009-0569PMC12922810

[B20] PearceCLNearAMVan Den BergDJRamusSJGentry-MaharajAMenonUGaytherSAAndersonAREdlundCKWuAHChenXBeesleyJWebbPMValidating genetic risk associations for ovarian cancer through the international Ovarian Cancer Association ConsortiumBr J Cancer200910041242010.1038/sj.bjc.660482019127255PMC2634713

[B21] KoshikawaNHasegawaSNagashimaYMitsuhashiKTsubotaYMiyataSMiyagiYYasumitsuHMiyazakiKExpression of trypsin by epithelial cells of various tissues, leukocytes, and neurons in human and mouseAm J Pathol1998153937944973604210.1016/S0002-9440(10)65635-0PMC1853012

[B22] GhoshDPorterEShenBLeeSKWilkDDrazbaJYadavSPCrabbJWGanzTBevinsCLPaneth cell trypsin is the processing enzyme for human defensin-5Nat Immunol2002358359010.1038/ni79712021776

[B23] NeurathHEvolution of proteolytic enzymesScience198422435035710.1126/science.63695386369538

[B24] ShaheduzzamanSVishwanathAFurusatoBCullenJChenYBanezLNauMRavindranathLKimKHMohammedAChenYEhrichMSrikantanVSesterhennIAMcLeodDVaheyMPetrovicsGDobiASrivastavaSSilencing of lactotransferrin expression by methylation in prostate cancer progressionCancer Biol Ther20076108810951756818810.4161/cbt.6.7.4327

[B25] LiuFFanDQiJZhuHZhouYYangCZhuZXiongDCo-expression of cytokeratin 8 and breast cancer resistant protein indicates a multifactorial drug-resistant phenotype in human breast cancer cell lineLife Sci20088349650110.1016/j.lfs.2008.07.01718725232

[B26] ChoiMYRomerAIHuMLepourceletMMechoorAYesilaltayAKriegerMGrayPAShivdasaniRAA dynamic expression survey identifies transcription factors relevant in mouse digestive tract developmentDevelopment20061334119412910.1242/dev.0253716971476

[B27] StuckenholzCLuLThakurPKaminskiNBaharyNFACS-assisted microarray profiling implicates novel genes and pathways in zebrafish gastrointestinal tract developmentGastroenterology20091371321133210.1053/j.gastro.2009.06.05019563808PMC2785077

[B28] MuraokaRSKohYRoebuckLRSandersMEBrantley-SiedersDGorskaAEMosesHLArteagaCLIncreased malignancy of Neu-induced mammary tumors overexpressing active transforming growth factor beta1Mol Cell Biol2003238691870310.1128/MCB.23.23.8691-8703.200314612410PMC262670

[B29] BulusNMShengHMSizemoreNOldhamSMBarnettJVCoffeyRJBeauchampDRBarnardJARas-mediated suppression of TGFbetaRII expression in intestinal epithelial cells involves Raf-independent signalingNeoplasia2000235736410.1038/sj.neo.790009911005570PMC1550294

[B30] AllenCEDuJJiangBHuangQYakovichAJBarnardJATransformation by oncogenic Ras expands the early genomic response to transforming growth factor beta in intestinal epithelial cellsNeoplasia200810107310821881335710.1593/neo.07739PMC2546594

[B31] VasiliouVVasiliouKNebertDWHuman ATP-binding cassette (ABC) transporter familyHum Genomics200932812901940346210.1186/1479-7364-3-3-281PMC2752038

[B32] HeimeierRADasBBuchholzDRShiYBThe xenoestrogen bisphenol A inhibits postembryonic vertebrate development by antagonizing gene regulation by thyroid hormoneEndocrinology20091502964297310.1210/en.2008-150319228888PMC2689811

[B33] BenjaminiYHochbergYControlling the false discovery rate: a practical and powerful approach to multiple testingJ Roy Statist Soc Ser B199557289300

[B34] NIA Array Analysishttp://lgsun.grc.nia.nih.gov/ANOVA

[B35] DonigerSWSalomonisNDahlquistKDVranizanKLawlorSCConklinBRMAPPFinder: using Gene Ontology and GenMAPP to create a global gene-expression profile from microarray dataGenome Biol20034R710.1186/gb-2003-4-1-r712540299PMC151291

[B36] DahlquistKDSalomonisNVranizanKLawlorSCConklinBRGenMAPP, a new tool for viewing and analyzing microarray data on biological pathwaysNat Genet200231192010.1038/ng0502-1911984561

[B37] ZeebergBRFengWWangGWangMDFojoATSunshineMNarasimhanSKaneDWReinholdWCLababidiSBusseyKJRissJBarrettJCWeinsteinJNGoMiner: a resource for biological interpretation of genomic and proteomic dataGenome Biol20034R2810.1186/gb-2003-4-4-r2812702209PMC154579

[B38] SaeedAISharovVWhiteJLiJLiangWBhagabatiNBraistedJKlapaMCurrierTThiagarajanMSturnASnuffinMRezantsevAPopovDRyltsovAKostukovichEBorisovskyILiuZVinsavichATrushVQuackenbushJTM4: a free, open-source system for microarray data management and analysisBiotechniques2003343743781261325910.2144/03342mt01

[B39] ShiY-BLiangVC-TCloning and characterization of the ribosomal protein L8 gene from *Xenopus laevis*Biochim Biophys Acta19941217227228811084110.1016/0167-4781(94)90042-6

[B40] FuLIshizuya-OkaABuchholzDRAmanoTMatsudaHShiYBA causative role of stromelysin-3 in extracellular matrix remodeling and epithelial apoptosis during intestinal metamorphosis in *Xenopus laevis*J Biol Chem2005280278562786510.1074/jbc.M41327520015929979

[B41] SchreiberAMCaiLBrownDDRemodeling of the intestine during metamorphosis of *Xenopus laevis*Proc Natl Acad Sci USA20051023720372510.1073/pnas.040986810215738398PMC553331

[B42] HasebeTHartmanRMatsudaHShiYBSpatial and temporal expression profiles suggest the involvement of gelatinase A and membrane type 1 matrix metalloproteinase in amphibian metamorphosisCell Tissue Res200632410511610.1007/s00441-005-0099-716418836

# Supplementary material for: Studies on Xenopus laevis intestine reveal biological pathways underlying vertebrate gut adaptation from embryo to adult
**Source:** Genome Biol. 2010 May 19;11(5):R55. doi: 10.1186/gb-2010-11-5-r55
**Supplement:** Additional file 1 — Tables S1 to S6. A PDF file containing supplementary tables.

**Supplemental Table S1:** Primers and probes used in real time RT-qPCR with Taqman assay.

| <b>Gene</b>                 | <b>Forward Primer</b>         | <b>Reverse Primer</b>       | <b>FAM dye-labeled probe</b> |
|-----------------------------|-------------------------------|-----------------------------|------------------------------|
| <b>THbZIP</b>               | GGACAAGTGAGAAGCAAGAACAAG      | GGGTTGGGCAAGGAACAAG         | TTCTGCTGCCCATTTCAG           |
| <b>ST3</b>                  | CACTTGTAGCCATTGTATCACACTCA    | GCCATGATCTTTCTGAGGCTTTTC    | ATGCATTCTCACAAGCTGT          |
| <b>TR<math>\beta</math></b> | CAAGAGTTGTTGATTTTGCCAAAAAGC   | ACATGATCTCCATACAACAGCCTTT   | CTGCCATGTGAAGACC             |
| <b>GelA</b>                 | GACGATGATGAGCTTTGGACACTA      | GAAGTCTCCATCTGCATTACCATACTT | ACAAGTTGGCCTTCTCC            |
| <b>XHH</b>                  | CGAGTCCAAAGCTCATATTCAGTGT     | AGCAGCCGCCAGACTTG           | CCACTGAGTTCTCTGCTTTG         |
| <b>IFABP</b>                | AAGGTTGACAGAAGTGAAAAGTATGAGAA | CCATCTTGCTGGATTATGACCTTCA   | CTTCCGTTTCACTATATTTAC        |
| <b>rpl8</b>                 | AGAAGGTCATCTCATCTGCAAACAG     | CAATACGACCACCTCCAGCAA       | CAACCCCAACAATAGCT            |

**Supplemental Table S2A:** Primer pairs used in qRT-PCR validation of the *Xenopus* cDNA array data. GenBank accession numbers, forward and reverse primer sequences are given.

| <b>GenBank</b>  | <b>Forward Primer</b>     | <b>Reverse Primer</b>      |
|-----------------|---------------------------|----------------------------|
| <b>U41855</b>   | GGCAAGAAAGAGCATGGAGA      | CAAAGAGGTTGTATCCTTTATTGTCC |
| <b>BC076737</b> | TTGTCCTGGCAACACGGAAC      | TGGCAATCCCTGGTCACTTG       |
| <b>BC06001</b>  | GGTTTATCACTGGCGGTTACCAC   | AGCAGGACGGTGTCTGTTTCTGAC   |
| <b>BC084618</b> | CACTGGCTACTCGGCAATGTTG    | AAACCATACAGGATAAGCACCACC   |
| <b>BC072842</b> | CAAATCTTCAGGGGGTAGCAGC    | TGATGATGTCACCACTGGGATG     |
| <b>BC077065</b> | AGAGAAACCTGTGGAGTTCCCC    | CTCACGCCTTGCTTGTCTTAGTG    |
| <b>BC054202</b> | TGTGGTTACGACACGGTGAAGG    | TCCAAGGTCTGTTTCCCCATC      |
| <b>X90838</b>   | CGGTGAAGATGATGACGATGATGAG | GCTAAATCCCCAATAAAGGCTGTC   |
| <b>BC041213</b> | GGCTCAGAACATACACTCAATGGA  | AAAGACCCCAACCACAGCAAGTCC   |
| <b>BC056840</b> | TTGTGTGGATGGAGGCGATGTG    | CGTGTCGGTTTCTGTCTGTGAAC    |
| <b>BX844453</b> | CACCTGTAGTTGACCTTAGTGCG   | TCTCCCAGTCTGAAGAGGAATGG    |
| <b>BJ057663</b> | GACTCCAAATGTTGCCACGAG     | GGAAGTACCTTCAATCCAATGC     |
| <b>BC078061</b> | ATGGACAAGTCTTGCCACAC      | CCCCCAACCAGTGATGTAACAG     |
| <b>BC081152</b> | GTGTCCCAGACACCCGTTG       | TTGGTAGAACTGCTGGAAGGA      |
| <b>BX845609</b> | GGACAAGTGAGAAGCAAGAACAAG  | GGGTGGGCAAGGAACAAG         |
| <b>BC073555</b> | GCCTCTTCTCTCCAACACTGAATG  | GAAGTCCCCAGGACACAATACC     |

**Supplemental Table S2B:** Mouse genes analyzed by qRT-PCR during intestinal development. GenBank accession numbers, HUGO (gene name), forward and reverse primers used in qRT-PCR are listed. These genes are upregulated at metamorphic climax in *Xenopus* intestine. A “Y” in the last column indicates that the gene is upregulated between 1 day and 2 weeks after birth when T3 level rises, thus similar to the regulation during *Xenopus* metamorphosis. Otherwise, the gene is designated with an “N”.

| GenBank      | HUGO       | Forward Primer          | Reverse Primer             | Upregulated after birth |
|--------------|------------|-------------------------|----------------------------|-------------------------|
| NM_053110    | GPNMB      | GCTGGTCTTCGGATGAAAATGA  | CCACAAAGGTGATATTGGAACCC    | N                       |
| NM_011415    | SNAI2      | TGGTCAAGAAACATTTCAACGCC | GGTGAGGATCTCTGGTTTGGTA     | Y                       |
| NM_008516    | LRRN1      | GCACTGGGAAAGCAGCTTG     | GTGGACTGTGGGGTAAACCAA      | Y                       |
| X04770       | IGLL1      | ACTCTGTTCTGCCTTCCTTA    | GAGGGTTGGGTGTCTCTACA       | N                       |
| NM_010128    | EMP1       | TTGGTGCTACTGGCTGGTCT    | CATTGCCGTAGGACAGGGAG       | Y                       |
| NM_133862    | FGG        | ACCAGAGATAACTGTTGCATCCT | CCACGTCGGTTTGGTAAGAAG      | N                       |
| NM_028749    | NPL        | AAGAAACTCCGGGGTCTTGTT   | CCTGTGGTGCCATTACAAAAAT     | N                       |
| BC014821     | RENBP      | GTATTGTCGCTTATACCGCAGT  | AACGCAGCAAAAATTCACCAC      | N                       |
| NM_009243.3  | SERPINA1A  | TCCCCCTTGCTCCCATTGCT    | GGGAGTCATTTTCAGCTTGCTGTCCC | N                       |
| NM_008606    | MMP11      | CCGGAGAGTCACCGTCATC     | GCAGGACTAGGGACCCAATG       | Y                       |
| NM_008608    | MMP14      | CAGTATGGCTACCTACCTCCAG  | GCCTGCGCTGTCATTGTAAA       | Y                       |
| NM_174857    | MAMDC      | GTGTGGCTTTGACTCCGTGT    | GCCTGCAAATCAGAACTCAGC      | Y                       |
| NM_010401    | HAL        | CTGTGCGACGCTACATGAAGA   | TCATTGTCCTCTAAGGCCACC      | N                       |
| NM_177794    | TMEM26     | TTCCTGTTGCATTCCCTGGTC   | GCCGGAGAAAGCCATTTGT        | Y                       |
| X93167       | FN1        | ATGTGGACCCCTCCTGATAGT   | GCCCAGTGATTTTCAGCAAAGG     | Y                       |
| AK089294     | CTSD       | CCTGGCTTCGTCCTCCTTC     | GGCGATGACTGCATGGAGT        | Y                       |
| NM_021391    | PPP1R1A    | CAGACGATGGTTGAACATCACC  | GGGGGTATCTGGCCTTGAC        | Y                       |
| NM_007995    | FCNA(FCN1) | GGGCCTTTTCAGGACTGCTC    | GCCAGGGCAACTTTGGATGA       | Y                       |
| NM_001145960 | SLC37A2    | GCGGCAGAAGCAGTGGCTCTA   | AGCAGGGGTGGCCCATGTTG       | Y                       |
| NM_008607.1  | MMP13      | GCCCATGAGCTTGGCCACTCC   | GGGGTCTTCATCGCCTGGACCATA   | N                       |
| NM_021439.2  | CHST11     | TGCACCCAGTCATGCGGAGG    | CTGTTGGCCCGGCAGGTGTC       | Y                       |
| NM_028870.3  | CLTB       | AGCGGGGCTGGTTTCAGAGGA   | CCTGTCCGCCTGGGCAATCG       | N                       |
| NM_011594.3  | TIMP2      | CAGCAGTGTGCGGGGTCTCG    | GCCATCTCCTTCTGCCTTTCCTGC   | Y                       |
| NM_029568.2  | MFAP4      | GGGCGGCAAGTGGACGGTTT    | TCAGCACGGCCAAAGCCCAG       | Y                       |
| NM_139306.2  | ACER2      | ATGACAGGGGCAGGTTCAAGGC  | GCTCTGCAACAAGCAGCGCA       | Y                       |
| NM_015766.2  | EBI3       | TCCGCCAGGTGGGACCCATT    | GCCCAGGGAGGCTCCAGTCA       | Y                       |
| NM_198408.3  | CRHBP      | AAGCCGCGGTCTACGACCCT    | GCATGTCCAGGCACCGCAGA       | Y                       |

# Supplemental Table S3A: Genes up-regulated during natural development

Note: All the HUGO symbols are derived from predicted human homologs

|  |  |  |          |         |      |  |  |  |
|--|--|--|----------|---------|------|--|--|--|
|  |  |  | BC094169 | SHANK2  | 1.69 |  |  |  |
|  |  |  | BP710184 |         | 1.69 |  |  |  |
|  |  |  | BQ736615 |         | 1.69 |  |  |  |
|  |  |  | AF012925 | VENTX   | 1.69 |  |  |  |
|  |  |  | BC089148 | PRSS16  | 1.69 |  |  |  |
|  |  |  | CD100547 |         | 1.68 |  |  |  |
|  |  |  | BJ092419 |         | 1.68 |  |  |  |
|  |  |  | BC054981 | TEF     | 1.68 |  |  |  |
|  |  |  | BP709456 |         | 1.68 |  |  |  |
|  |  |  | BJ617051 |         | 1.68 |  |  |  |
|  |  |  | CX130081 | FBXW7   | 1.68 |  |  |  |
|  |  |  | BC082661 | CYSLTR1 | 1.67 |  |  |  |
|  |  |  | BC072990 | DGUOK   | 1.67 |  |  |  |
|  |  |  | BC061671 | CPNE1   | 1.67 |  |  |  |
|  |  |  | BC070537 |         | 1.67 |  |  |  |
|  |  |  | BJ616085 |         | 1.67 |  |  |  |
|  |  |  | BC068709 |         | 1.66 |  |  |  |
|  |  |  | BP704246 | C9orf40 | 1.66 |  |  |  |
|  |  |  | BP707937 |         | 1.66 |  |  |  |
|  |  |  | BJ625917 |         | 1.65 |  |  |  |
|  |  |  | AY149119 | PAQR8   | 1.65 |  |  |  |
|  |  |  | BM262060 |         | 1.64 |  |  |  |
|  |  |  | BX844131 |         | 1.64 |  |  |  |

# Supplemental Table S3B: Genes down-regulated during natural development

Note: All the HUGO symbols are derived from predicted human homologs

|  |  |          |          |       |  |  |  |
|--|--|----------|----------|-------|--|--|--|
|  |  | CA983623 |          | 0.577 |  |  |  |
|  |  | BF231622 |          | 0.578 |  |  |  |
|  |  | BC044007 | PKM2     | 0.578 |  |  |  |
|  |  | BC071009 | GALNT4   | 0.578 |  |  |  |
|  |  | CK800385 | NDUFB9   | 0.579 |  |  |  |
|  |  | BC043793 | AP2B1    | 0.579 |  |  |  |
|  |  | CA973725 | RAB15    | 0.579 |  |  |  |
|  |  | CK800512 |          | 0.579 |  |  |  |
|  |  | BG161935 |          | 0.579 |  |  |  |
|  |  | BC087450 |          | 0.580 |  |  |  |
|  |  | BX855559 |          | 0.580 |  |  |  |
|  |  | CD327733 |          | 0.580 |  |  |  |
|  |  | BC077311 | UQCRC2   | 0.580 |  |  |  |
|  |  | BP708884 |          | 0.580 |  |  |  |
|  |  | BI446779 |          | 0.581 |  |  |  |
|  |  | BC090198 |          | 0.582 |  |  |  |
|  |  | BC060421 | UCK1     | 0.583 |  |  |  |
|  |  | BJ043529 |          | 0.585 |  |  |  |
|  |  | DQ096963 | NDUFAB1  | 0.585 |  |  |  |
|  |  | BQ398490 |          | 0.587 |  |  |  |
|  |  | BJ073868 | PDCD6    | 0.587 |  |  |  |
|  |  | BX854807 |          | 0.587 |  |  |  |
|  |  | BC082397 | ETFDH    | 0.588 |  |  |  |
|  |  | BC075229 |          | 0.588 |  |  |  |
|  |  | BJ638356 |          | 0.588 |  |  |  |
|  |  | BU152748 | TNS1     | 0.589 |  |  |  |
|  |  | BC077310 | C20orf24 | 0.589 |  |  |  |
|  |  | BC061655 | PLS3     | 0.589 |  |  |  |
|  |  | BJ618670 | NGEF     | 0.589 |  |  |  |
|  |  | BC057708 | MVP      | 0.590 |  |  |  |
|  |  | BQ733181 |          | 0.590 |  |  |  |
|  |  | BI443191 |          | 0.591 |  |  |  |
|  |  | BC043826 | FAM3A    | 0.596 |  |  |  |
|  |  | CD301916 |          | 0.596 |  |  |  |
|  |  | AB021705 | MAP4     | 0.597 |  |  |  |
|  |  | BC084826 | GMFB     | 0.597 |  |  |  |
|  |  | BJ074182 |          | 0.599 |  |  |  |
|  |  | BE508799 | ANXA7    | 0.599 |  |  |  |
|  |  | BJ629687 |          | 0.600 |  |  |  |
|  |  | BE679121 |          | 0.600 |  |  |  |
|  |  | CD253472 |          | 0.603 |  |  |  |
|  |  | BC070643 | SPTLC1   | 0.606 |  |  |  |
|  |  | CD253362 |          | 0.606 |  |  |  |
|  |  | CB564398 |          | 0.607 |  |  |  |
|  |  | CB592369 | RPL36    | 0.610 |  |  |  |
|  |  | CB565187 |          | 0.611 |  |  |  |

**Supplemental Table S4:** Genes validated by RT-qPCR and their associated PCA cluster

|    | GenBank  | Cluster | Gene Name                                          |
|----|----------|---------|----------------------------------------------------|
| 1  | AF351126 | 1       | Enhancer of zeste                                  |
| 2  | BC044030 | 1       | Tubulin beta-2 chain                               |
| 3  | BC070743 | 1       | REV1-like isoform 2                                |
| 4  | BC073348 | 1       | regulator of G-protein signalling 18               |
| 5  | BC074249 | 1       | transmembrane 4 superfamily member 9               |
| 6  | BC075151 | 1       | annexin A1                                         |
| 7  | BC076737 | 1       | cyclin J                                           |
| 8  | BC076743 | 1       | Annexin A6                                         |
| 9  | BC077649 | 1       | Keratin 16                                         |
| 10 | BC077905 | 1       | ATPase, Ca++ transportin                           |
| 11 | BC081076 | 1       | solute carrier family 2                            |
| 12 | BC085060 | 1       | <i>Transcribed locus</i>                           |
| 13 | BX851035 | 1       | <i>Transcribed locus</i>                           |
| 14 | BX851861 | 1       | <i>Transcribed locus</i>                           |
| 15 | L29495   | 1       | Pim-1 oncogene                                     |
| 16 | L39213   | 1       | Morphogen                                          |
| 17 | M18350   | 1       | 68 kDa serum albumin                               |
| 18 | M35362   | 1       | X.laevis thyroid hormone receptor beta B2          |
| 19 | U08407   | 1       | Arginase                                           |
| 20 | U37375   | 1       | Leucine zipper gene 8                              |
| 21 | U37376   | 1       | MAM domain protein                                 |
| 22 | U41824   | 1       | Collagenase-3                                      |
| 23 | U41855   | 1       | Gene 12-1b mRNA                                    |
| 24 | Z27093   | 1       | Stromelysin-3                                      |
| 25 | AB046536 | 2       | Mitochondrial carrier homolog 2                    |
| 26 | AB086829 | 2       | Adult keratin XAK-C                                |
| 27 | AF061833 | 2       | Aldehyde dehydrogenase class I                     |
| 28 | BC043731 | 2       | UDP-glucose dehydrogenase                          |
| 29 | BC060011 | 2       | Glucokinase regulator                              |
| 30 | BC073341 | 2       | dehydrogenase/reductase                            |
| 31 | BC084269 | 2       | threonine synthase-like 2                          |
| 32 | BC084618 | 2       | Cytochrome P450 XL-304                             |
| 33 | BC084752 | 2       | short-chain dehydrogenase/reductase                |
| 34 | BC084855 | 2       | arylacetamide deacetylase-like 4                   |
| 35 | BC084936 | 2       | Adaptor protein BLNK                               |
| 36 | BC086290 | 2       | Neurula-specific ferredoxin reductase-like protein |
| 37 | BX848224 | 2       | ribosomal protein S8                               |
| 38 | BX853035 | 2       | <i>Transcribed locus</i>                           |
| 39 | U76636   | 2       | Calbindin D28k                                     |
| 40 | X93494   | 2       | Glucokinase                                        |
| 41 | Z49827   | 2       | Hepatocyte nuclear factor 4 beta (HNF4 beta)       |
| 42 | AB003358 | 3       | V-yes-1 Yamaguchi sarcoma viral related oncogene   |
| 43 | AY164461 | 3       | Secreted frizzled-related protein 5                |
| 44 | BC041213 | 3       | carbonic anhydrase II                              |
| 45 | BC043624 | 3       | Phosphorylase phosphatase                          |
| 46 | BC043819 | 3       | interleukin-1 receptor-associated kinase 2         |
| 47 | BC043879 | 3       | zinc finger-like protein 9                         |
| 48 | BC044007 | 3       | Pyruvate kinase, muscle                            |

|    |          |   |                                                  |
|----|----------|---|--------------------------------------------------|
| 49 | BC046378 | 3 | Lysosomal hyaluronidase (Hyal2)                  |
| 50 | BC047247 | 3 | Potassium channel, subfamily K, member 6         |
| 51 | BC056128 | 3 | C. elegans WNT family member precursor (40.4 kD) |
| 52 | BC056840 | 3 | Serotransferrin B                                |
| 53 | BC072842 | 3 | tripartite motif-containing 2                    |
| 54 | BC077065 | 3 | melanoregulin                                    |
| 55 | BC090160 | 3 | <i>Transcribed locus</i>                         |
| 56 | BJ057663 | 3 | cytochrome c oxidase                             |
| 57 | BX844453 | 3 | Deiodinase, iodothyronine, type I                |
| 58 | BC045083 | 4 | Elongation factor 1 alpha, oocyte form           |
| 59 | BC054202 | 4 | <i>Transcribed locus</i>                         |
| 60 | BC060751 | 4 | L amino acid transporter-1 LAT-1                 |
| 61 | BC073316 | 4 | G-protein-coupled receptor induced protein       |
| 62 | BC078061 | 4 | Elastase 3B, pancreatic                          |
| 63 | BC081152 | 4 | Xenopus NFI-X2 transcription factor              |
| 64 | BC081272 | 4 | calbindin 1                                      |
| 65 | BC082684 | 4 | <i>Transcribed locus</i>                         |
| 66 | BC084848 | 4 | transgelin                                       |
| 67 | BQ735436 | 4 | <i>Transcribed locus</i>                         |
| 68 | BX845609 | 4 | trypsin 10                                       |
| 69 | CB559907 | 4 | <i>Transcribed locus</i>                         |
| 70 | D13688   | 4 | MHC class II antigen isoform 1                   |
| 71 | L28111   | 4 | Deiodinase, iodothyronine, type III              |
| 72 | X90838   | 4 | Sodium-calcium exchanger                         |
| 73 | AB022088 | 5 | Cytochrome P450                                  |
| 74 | AF358869 | 5 | Wee1-like kinase                                 |
| 75 | BC054153 | 5 | Glutamate-ammonia ligase                         |
| 76 | BC070314 | 5 | Matrix Gla protein                               |
| 77 | BC077417 | 5 | Kallikrein B                                     |
| 78 | AF062387 | 6 | TAP2 protein                                     |
| 79 | AY204551 | 6 | Transporter associated with antigen processing 1 |
| 80 | AY204554 | 6 | Transporter associated with antigen processing 2 |
| 81 | BC044008 | 6 | Similar to macrophage stimulating 1              |
| 82 | BC060360 | 6 | pancreatic lipase-related protein 2              |
| 83 | BC073555 | 6 | chymotrypsin-like                                |
| 84 | BC077896 | 6 | Interleukin 10 receptor, beta                    |

**Supplemental Table S5:** Regulated genes in different PCA clusters

| GenBank  | HUGO     | Cluster |
|----------|----------|---------|
| AB001073 | ACVR1    | 1       |
| AB006906 | VLDLR    | 1       |
| AB014611 | FOXD3    | 1       |
| AB015205 | CNTN1    | 1       |
| AB025112 | NPR2     | 1       |
| AB026192 |          | 1       |
| AB037688 | PTCH2    | 1       |
| AB042255 | CRY1     | 1       |
| AB049354 | FSTL1    | 1       |
| AB052692 | SOX17    | 1       |
| AB060971 |          | 1       |
| AB061521 | CAPN1    | 1       |
| AB072005 | SYNGR1   | 1       |
| AB083001 | CAMKK2   | 1       |
| AB085173 | HRMT1L2  | 1       |
| AB085631 | ANKRD28  | 1       |
| AB086020 | SOX4     | 1       |
| AB087137 | ROR2     | 1       |
| AB091339 | FCN1     | 1       |
| AB091342 | FCN1     | 1       |
| AB093560 | IQGAP1   | 1       |
| AB096099 | EIF4G2   | 1       |
| AB111446 |          | 1       |
| AB117614 | FGFRL1   | 1       |
| AB191720 | TSC22D1  | 1       |
| AF001596 | HOXC8    | 1       |
| AF002983 | CDH11    | 1       |
| AF032382 | ADAM9    | 1       |
| AF032383 | ADAM22   | 1       |
| AF040993 |          | 1       |
| AF043643 | PCDH7    | 1       |
| AF044080 | NCOA3    | 1       |
| AF051784 | SMC1L1   | 1       |
| AF053935 | NOS1     | 1       |
| AF055980 | IGF1R    | 1       |
| AF059570 | SFRP2    | 1       |
| AF072455 | MMP2     | 1       |
| AF081803 | HCK      | 1       |
| AF107662 | ETV1     | 1       |
| AF109923 | GLI2     | 1       |
| AF131890 | NGFR     | 1       |
| AF139165 | FZD2     | 1       |
| AF154112 | SIN3A    | 1       |
| AF157558 | NR2F1    | 1       |
| AF170337 |          | 1       |
| AF170339 | C18orf26 | 1       |

|          |          |   |
|----------|----------|---|
| CD328147 |          | 6 |
| CD328776 |          | 6 |
| CD361010 |          | 6 |
| CD361037 |          | 6 |
| CF270416 |          | 6 |
| CF271104 | TOR1A    | 6 |
| CF284976 |          | 6 |
| CF285027 |          | 6 |
| CF520127 |          | 6 |
| CK797290 |          | 6 |
| CK800094 |          | 6 |
| CK800212 |          | 6 |
| CX131348 | PSMB9    | 6 |
| CX135390 |          | 6 |
| D13684   | HLA-DQB1 | 6 |
| D44540   | PSMB8    | 6 |
| L20725   | MR1      | 6 |
| L25857   | HOXD1    | 6 |
| M58576   | ANXA2    | 6 |
| Y12326   | CD3G     | 6 |

**Supplemental Table S6-1:** Cluster 1 associated GO Categories. Statistically significant GO categories ( $p < 0.05$  as determined by the GoMiner software).

| GO ID | Total | Change | P-Value<br>(Changed) | Term                                             |
|-------|-------|--------|----------------------|--------------------------------------------------|
| 65007 | 2672  | 433    | 0.00                 | biological regulation                            |
| 50789 | 2408  | 393    | 0.00                 | regulation of biological process                 |
| 16020 | 2401  | 391    | 0.00                 | membrane                                         |
| 50794 | 2235  | 369    | 0.00                 | regulation of cellular process                   |
| 32501 | 1945  | 364    | 0.00                 | multicellular organismal process                 |
| 32502 | 2012  | 344    | 0.00                 | developmental process                            |
| 44425 | 1918  | 323    | 0.00                 | membrane part                                    |
| 7275  | 1590  | 302    | 0.00                 | multicellular organismal development             |
| 7154  | 1649  | 301    | 0.00                 | cell communication                               |
| 48856 | 1497  | 274    | 0.00                 | anatomical structure development                 |
| 7165  | 1482  | 271    | 0.00                 | signal transduction                              |
| 31224 | 1519  | 261    | 0.00                 | intrinsic to membrane                            |
| 48731 | 1316  | 256    | 0.00                 | system development                               |
| 16021 | 1492  | 256    | 0.00                 | integral to membrane                             |
| 5886  | 1120  | 233    | 0.00                 | plasma membrane                                  |
| 48869 | 1269  | 222    | 0.00                 | cellular developmental process                   |
| 30154 | 1268  | 222    | 0.00                 | cell differentiation                             |
| 50896 | 1346  | 222    | 0.01                 | response to stimulus                             |
| 48513 | 1071  | 211    | 0.00                 | organ development                                |
| 9653  | 923   | 184    | 0.00                 | anatomical structure morphogenesis               |
| 48519 | 914   | 183    | 0.00                 | negative regulation of biological process        |
| 5576  | 876   | 175    | 0.00                 | extracellular region                             |
| 48523 | 864   | 171    | 0.00                 | negative regulation of cellular process          |
| 48518 | 843   | 168    | 0.00                 | positive regulation of biological process        |
| 48468 | 981   | 163    | 0.02                 | cell development                                 |
| 44459 | 757   | 159    | 0.00                 | plasma membrane part                             |
| 48522 | 772   | 154    | 0.00                 | positive regulation of cellular process          |
| 44421 | 742   | 147    | 0.00                 | extracellular region part                        |
| 7166  | 674   | 145    | 0.00                 | cell surface receptor linked signal transduction |

|       |     |     |      |                                                             |
|-------|-----|-----|------|-------------------------------------------------------------|
| 60089 | 742 | 143 | 0.00 | molecular transducer activity                               |
| 4871  | 742 | 143 | 0.00 | signal transducer activity                                  |
| 5615  | 684 | 142 | 0.00 | extracellular space                                         |
| 7242  | 816 | 133 | 0.05 | intracellular signaling cascade                             |
| 65008 | 728 | 130 | 0.00 | regulation of biological quality                            |
| 7399  | 590 | 129 | 0.00 | nervous system development                                  |
| 30528 | 766 | 129 | 0.02 | transcription regulator activity                            |
| 6950  | 772 | 127 | 0.05 | response to stress                                          |
| 8283  | 551 | 122 | 0.00 | cell proliferation                                          |
| 50793 | 677 | 119 | 0.01 | regulation of developmental process                         |
| 9605  | 453 | 111 | 0.00 | response to external stimulus                               |
| 9887  | 491 | 109 | 0.00 | organ morphogenesis                                         |
| 3008  | 596 | 103 | 0.02 | system process                                              |
| 4872  | 528 | 101 | 0.00 | receptor activity                                           |
| 6366  | 494 | 96  | 0.00 | transcription from RNA polymerase II promoter               |
| 31226 | 447 | 94  | 0.00 | intrinsic to plasma membrane                                |
| 42127 | 345 | 93  | 0.00 | regulation of cell proliferation                            |
| 2376  | 396 | 93  | 0.00 | immune system process                                       |
| 5887  | 443 | 93  | 0.00 | integral to plasma membrane                                 |
| 3700  | 490 | 92  | 0.00 | transcription factor activity                               |
| 22610 | 345 | 91  | 0.00 | biological adhesion                                         |
| 7155  | 345 | 91  | 0.00 | cell adhesion                                               |
| 9790  | 428 | 85  | 0.00 | embryonic development                                       |
| 51674 | 385 | 84  | 0.00 | localization of cell                                        |
| 6928  | 385 | 84  | 0.00 | cell motility                                               |
| 6357  | 384 | 79  | 0.00 | regulation of transcription from RNA polymerase II promoter |
| 9611  | 252 | 73  | 0.00 | response to wounding                                        |
| 5509  | 352 | 73  | 0.00 | calcium ion binding                                         |
| 9966  | 394 | 72  | 0.02 | regulation of signal transduction                           |
| 16477 | 284 | 71  | 0.00 | cell migration                                              |
| 32989 | 364 | 71  | 0.00 | cellular structure morphogenesis                            |
| 902   | 364 | 71  | 0.00 | cell morphogenesis                                          |
| 9893  | 368 | 71  | 0.00 | positive regulation of metabolic process                    |
| 31325 | 360 | 70  | 0.00 | positive regulation of cellular metabolic process           |
| 31324 | 374 | 70  | 0.01 | negative regulation of cellular metabolic process           |
| 9892  | 380 | 70  | 0.01 | negative regulation of metabolic process                    |

|       |     |    |      |                                                                                              |
|-------|-----|----|------|----------------------------------------------------------------------------------------------|
| 22008 | 327 | 66 | 0.00 | neurogenesis                                                                                 |
| 65009 | 367 | 66 | 0.03 | regulation of molecular function                                                             |
| 9888  | 278 | 65 | 0.00 | tissue development                                                                           |
| 4888  | 289 | 65 | 0.00 | transmembrane receptor activity                                                              |
| 7267  | 337 | 65 | 0.01 | cell-cell signaling                                                                          |
| 51093 | 312 | 61 | 0.01 | negative regulation of developmental process                                                 |
| 42592 | 345 | 61 | 0.04 | homeostatic process                                                                          |
| 48699 | 306 | 60 | 0.01 | generation of neurons                                                                        |
| 42995 | 320 | 60 | 0.02 | cell projection                                                                              |
| 7417  | 250 | 58 | 0.00 | central nervous system development                                                           |
| 6952  | 230 | 57 | 0.00 | defense response                                                                             |
| 51094 | 300 | 57 | 0.01 | positive regulation of developmental process                                                 |
| 40007 | 291 | 56 | 0.01 | growth                                                                                       |
| 48646 | 202 | 55 | 0.00 | anatomical structure formation                                                               |
| 7389  | 237 | 55 | 0.00 | pattern specification process                                                                |
| 30182 | 270 | 55 | 0.00 | neuron differentiation                                                                       |
| 7186  | 215 | 54 | 0.00 | G-protein coupled receptor protein signaling pathway                                         |
| 6955  | 222 | 54 | 0.00 | immune response                                                                              |
| 48858 | 261 | 53 | 0.00 | cell projection morphogenesis                                                                |
| 32990 | 261 | 53 | 0.00 | cell part morphogenesis                                                                      |
| 30030 | 261 | 53 | 0.00 | cell projection organization and biogenesis                                                  |
| 45941 | 268 | 53 | 0.01 | positive regulation of transcription                                                         |
| 45935 | 278 | 53 | 0.02 | positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process |
| 45934 | 283 | 53 | 0.02 | negative regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process |
| 7167  | 227 | 51 | 0.00 | enzyme linked receptor protein signaling pathway                                             |
| 16481 | 246 | 51 | 0.00 | negative regulation of transcription                                                         |
| 5667  | 260 | 51 | 0.01 | transcription factor complex                                                                 |

**Supplemental Table S6-2:** Cluster 2 associated GO Categories. Statistically significant GO categories ( $p < 0.05$  as determined by the GoMiner software).

| GO ID | Total | Change | P-Value<br>(Changed) | Term                                     |
|-------|-------|--------|----------------------|------------------------------------------|
| 44464 | 5453  | 518    | 0.00                 | cell part                                |
| 5623  | 5454  | 518    | 0.00                 | cell                                     |
| 5622  | 4687  | 459    | 0.00                 | intracellular                            |
| 44424 | 4576  | 450    | 0.00                 | intracellular part                       |
| 5737  | 3384  | 404    | 0.00                 | cytoplasm                                |
| 43229 | 3913  | 391    | 0.00                 | intracellular organelle                  |
| 43226 | 3920  | 391    | 0.00                 | organelle                                |
| 8152  | 3839  | 374    | 0.01                 | metabolic process                        |
| 43231 | 3593  | 361    | 0.00                 | intracellular membrane-bounded organelle |
| 43227 | 3596  | 361    | 0.00                 | membrane-bounded organelle               |
| 3824  | 2550  | 330    | 0.00                 | catalytic activity                       |
| 44444 | 2324  | 325    | 0.00                 | cytoplasmic part                         |
| 16020 | 2401  | 289    | 0.00                 | membrane                                 |
| 44422 | 2226  | 238    | 0.00                 | organelle part                           |
| 44425 | 1918  | 235    | 0.00                 | membrane part                            |
| 44446 | 2214  | 235    | 0.00                 | intracellular organelle part             |
| 51179 | 1889  | 204    | 0.00                 | localization                             |
| 51234 | 1600  | 183    | 0.00                 | establishment of localization            |
| 6810  | 1526  | 179    | 0.00                 | transport                                |
| 31224 | 1519  | 176    | 0.00                 | intrinsic to membrane                    |
| 16021 | 1492  | 173    | 0.00                 | integral to membrane                     |
| 43167 | 1593  | 167    | 0.02                 | ion binding                              |
| 46872 | 1565  | 164    | 0.02                 | metal ion binding                        |
| 31090 | 835   | 157    | 0.00                 | organelle membrane                       |
| 5739  | 650   | 152    | 0.00                 | mitochondrion                            |
| 9058  | 882   | 142    | 0.00                 | biosynthetic process                     |
| 16491 | 397   | 117    | 0.00                 | oxidoreductase activity                  |
| 16740 | 936   | 113    | 0.00                 | transferase activity                     |
| 44429 | 396   | 104    | 0.00                 | mitochondrial part                       |
| 44249 | 676   | 102    | 0.00                 | cellular biosynthetic process            |
| 31967 | 382   | 96     | 0.00                 | organelle envelope                       |
| 31975 | 386   | 96     | 0.00                 | envelope                                 |
| 6629  | 394   | 96     | 0.00                 | lipid metabolic process                  |

|       |     |    |      |                                                       |
|-------|-----|----|------|-------------------------------------------------------|
| 267   | 594 | 90 | 0.00 | cell fraction                                         |
| 44255 | 338 | 83 | 0.00 | cellular lipid metabolic process                      |
| 6082  | 355 | 82 | 0.00 | organic acid metabolic process                        |
| 5740  | 266 | 81 | 0.00 | mitochondrial envelope                                |
| 19752 | 354 | 81 | 0.00 | carboxylic acid metabolic process                     |
| 31966 | 249 | 79 | 0.00 | mitochondrial membrane                                |
| 12505 | 564 | 79 | 0.00 | endomembrane system                                   |
| 9056  | 506 | 78 | 0.00 | catabolic process                                     |
| 5783  | 469 | 77 | 0.00 | endoplasmic reticulum                                 |
| 42221 | 560 | 76 | 0.00 | response to chemical stimulus                         |
| 44248 | 431 | 74 | 0.00 | cellular catabolic process                            |
| 19866 | 217 | 72 | 0.00 | organelle inner membrane                              |
| 5215  | 594 | 72 | 0.01 | transporter activity                                  |
| 5743  | 201 | 68 | 0.00 | mitochondrial inner membrane                          |
| 6796  | 586 | 65 | 0.05 | phosphate metabolic process                           |
| 6793  | 586 | 65 | 0.05 | phosphorus metabolic process                          |
| 22892 | 482 | 63 | 0.00 | substrate-specific transporter activity               |
| 22857 | 414 | 62 | 0.00 | transmembrane transporter activity                    |
| 6811  | 508 | 62 | 0.01 | ion transport                                         |
| 5624  | 422 | 61 | 0.00 | membrane fraction                                     |
| 16310 | 504 | 59 | 0.02 | phosphorylation                                       |
| 22891 | 373 | 55 | 0.00 | substrate-specific transmembrane transporter activity |
| 6091  | 189 | 54 | 0.00 | generation of precursor metabolites and energy        |
| 6812  | 418 | 54 | 0.00 | cation transport                                      |
| 6066  | 201 | 53 | 0.00 | alcohol metabolic process                             |
| 42175 | 256 | 50 | 0.00 | nuclear envelope-endoplasmic reticulum network        |
| 44432 | 274 | 50 | 0.00 | endoplasmic reticulum part                            |

**Supplemental Table S6-3:** Cluster 3 associated GO Categories. Statistically significant GO categories ( $p < 0.05$  as determined by the GoMiner software).

| GO ID | Total | Change | P-Value<br>(Changed) | Term                                              |
|-------|-------|--------|----------------------|---------------------------------------------------|
| 5737  | 2739  | 62     | 0.02                 | cytoplasm                                         |
| 3824  | 2092  | 49     | 0.02                 | catalytic activity                                |
| 46872 | 1378  | 33     | 0.05                 | metal ion binding                                 |
| 43169 | 1252  | 31     | 0.04                 | cation binding                                    |
| 16740 | 701   | 19     | 0.05                 | transferase activity                              |
| 6396  | 221   | 12     | 0.00                 | RNA processing                                    |
| 267   | 352   | 12     | 0.03                 | cell fraction                                     |
| 8233  | 215   | 9      | 0.02                 | peptidase activity                                |
| 42254 | 49    | 8      | 0.00                 | ribosome biogenesis and assembly                  |
| 22613 | 101   | 8      | 0.00                 | ribonucleoprotein complex biogenesis and assembly |
| 5730  | 80    | 7      | 0.00                 | nucleolus                                         |
| 4175  | 147   | 7      | 0.02                 | endopeptidase activity                            |
| 16072 | 33    | 5      | 0.00                 | rRNA metabolic process                            |

**Supplemental Table S6-4:** Cluster 4 associated GO Categories. Statistically significant GO categories ( $p < 0.05$  as determined by the GoMiner software).

| GO ID | Total | Change | P-Value<br>(Changed) | Term                                             |
|-------|-------|--------|----------------------|--------------------------------------------------|
| 16020 | 2018  | 126    | 0.00                 | membrane                                         |
| 44425 | 1616  | 96     | 0.02                 | membrane part                                    |
| 32501 | 1217  | 88     | 0.00                 | multicellular organismal process                 |
| 31224 | 1308  | 82     | 0.01                 | intrinsic to membrane                            |
| 16021 | 1285  | 81     | 0.01                 | integral to membrane                             |
| 7154  | 1244  | 80     | 0.01                 | cell communication                               |
| 5886  | 869   | 64     | 0.00                 | plasma membrane                                  |
| 7275  | 886   | 58     | 0.02                 | multicellular organismal development             |
| 48856 | 771   | 50     | 0.03                 | anatomical structure development                 |
| 48731 | 664   | 46     | 0.01                 | system development                               |
| 5576  | 477   | 44     | 0.00                 | extracellular region                             |
| 44459 | 580   | 38     | 0.05                 | plasma membrane part                             |
| 48513 | 483   | 35     | 0.01                 | organ development                                |
| 48519 | 515   | 34     | 0.05                 | negative regulation of biological process        |
| 3008  | 374   | 32     | 0.00                 | system process                                   |
| 65008 | 383   | 31     | 0.00                 | regulation of biological quality                 |
| 7166  | 463   | 31     | 0.05                 | cell surface receptor linked signal transduction |
| 16491 | 318   | 30     | 0.00                 | oxidoreductase activity                          |
| 5509  | 301   | 27     | 0.00                 | calcium ion binding                              |
| 8283  | 323   | 27     | 0.01                 | cell proliferation                               |
| 4872  | 360   | 27     | 0.02                 | receptor activity                                |
| 5783  | 366   | 27     | 0.03                 | endoplasmic reticulum                            |
| 6629  | 287   | 25     | 0.00                 | lipid metabolic process                          |
| 44421 | 254   | 24     | 0.00                 | extracellular region part                        |
| 19752 | 236   | 23     | 0.00                 | carboxylic acid metabolic process                |
| 6082  | 238   | 23     | 0.00                 | organic acid metabolic process                   |
| 42221 | 213   | 22     | 0.00                 | response to chemical stimulus                    |
| 5794  | 286   | 22     | 0.03                 | Golgi apparatus                                  |
| 42127 | 193   | 20     | 0.00                 | regulation of cell proliferation                 |
| 9605  | 230   | 20     | 0.01                 | response to external stimulus                    |
| 44255 | 237   | 20     | 0.01                 | cellular lipid metabolic process                 |
| 22610 | 246   | 19     | 0.04                 | biological adhesion                              |
| 7155  | 246   | 19     | 0.04                 | cell adhesion                                    |
| 7267  | 187   | 18     | 0.01                 | cell-cell signaling                              |
| 32787 | 119   | 16     | 0.00                 | monocarboxylic acid metabolic process            |
| 46983 | 150   | 15     | 0.01                 | protein dimerization activity                    |

|       |     |    |      |                                                                                       |
|-------|-----|----|------|---------------------------------------------------------------------------------------|
| 19001 | 172 | 15 | 0.02 | guanyl nucleotide binding                                                             |
| 32561 | 172 | 15 | 0.02 | guanyl ribonucleotide binding                                                         |
| 6807  | 172 | 15 | 0.02 | nitrogen compound metabolic process                                                   |
| 6928  | 187 | 15 | 0.05 | cell motility                                                                         |
| 51674 | 187 | 15 | 0.05 | localization of cell                                                                  |
| 9308  | 160 | 14 | 0.03 | amine metabolic process                                                               |
| 44431 | 165 | 14 | 0.04 | Golgi apparatus part                                                                  |
| 5525  | 167 | 14 | 0.04 | GTP binding                                                                           |
| 7517  | 86  | 13 | 0.00 | muscle development                                                                    |
| 31012 | 115 | 13 | 0.00 | extracellular matrix                                                                  |
| 6066  | 133 | 13 | 0.01 | alcohol metabolic process                                                             |
| 46903 | 134 | 13 | 0.02 | secretion                                                                             |
| 5615  | 155 | 13 | 0.05 | extracellular space                                                                   |
| 48037 | 106 | 12 | 0.01 | cofactor binding                                                                      |
| 6519  | 136 | 12 | 0.04 | amino acid and derivative metabolic process                                           |
| 51239 | 83  | 11 | 0.00 | regulation of multicellular organismal process                                        |
| 8284  | 90  | 11 | 0.00 | positive regulation of cell proliferation                                             |
| 5578  | 113 | 11 | 0.02 | proteinaceous extracellular matrix                                                    |
| 8610  | 118 | 11 | 0.03 | lipid biosynthetic process                                                            |
| 40007 | 119 | 11 | 0.03 | growth                                                                                |
| 16614 | 54  | 10 | 0.00 | oxidoreductase activity, acting on CH-OH group of donors                              |
| 5792  | 72  | 10 | 0.00 | microsome                                                                             |
| 45595 | 72  | 10 | 0.00 | regulation of cell differentiation                                                    |
| 42598 | 74  | 10 | 0.00 | vesicular fraction                                                                    |
| 6936  | 76  | 10 | 0.00 | muscle contraction                                                                    |
| 3012  | 76  | 10 | 0.00 | muscle system process                                                                 |
| 4857  | 98  | 10 | 0.02 | enzyme inhibitor activity                                                             |
| 1501  | 104 | 10 | 0.03 | skeletal development                                                                  |
| 48878 | 105 | 10 | 0.04 | chemical homeostasis                                                                  |
| 16477 | 109 | 10 | 0.04 | cell migration                                                                        |
| 44449 | 41  | 9  | 0.00 | contractile fiber part                                                                |
| 43292 | 43  | 9  | 0.00 | contractile fiber                                                                     |
| 16616 | 48  | 9  | 0.00 | oxidoreductase activity, acting on the CH-OH group of donors, NAD or NADP as acceptor |
| 48771 | 52  | 9  | 0.00 | tissue remodeling                                                                     |
| 8015  | 66  | 9  | 0.01 | blood circulation                                                                     |
| 3013  | 66  | 9  | 0.01 | circulatory system process                                                            |
| 8202  | 71  | 9  | 0.01 | steroid metabolic process                                                             |
| 16758 | 79  | 9  | 0.02 | transferase activity, transferring hexosyl groups                                     |
| 40008 | 85  | 9  | 0.03 | regulation of growth                                                                  |
| 42803 | 87  | 9  | 0.03 | protein homodimerization activity                                                     |
| 30016 | 40  | 8  | 0.00 | myofibril                                                                             |
| 31214 | 47  | 8  | 0.00 | biomineral formation                                                                  |
| 1503  | 47  | 8  | 0.00 | ossification                                                                          |

|       |    |   |      |                                                                  |
|-------|----|---|------|------------------------------------------------------------------|
| 46849 | 49 | 8 | 0.00 | bone remodeling                                                  |
| 45786 | 74 | 8 | 0.03 | negative regulation of cell cycle                                |
| 6631  | 83 | 8 | 0.05 | fatty acid metabolic process                                     |
| 30017 | 38 | 7 | 0.00 | sarcomere                                                        |
| 8083  | 47 | 7 | 0.01 | growth factor activity                                           |
| 19842 | 57 | 7 | 0.02 | vitamin binding                                                  |
| 42060 | 59 | 7 | 0.03 | wound healing                                                    |
| 16051 | 62 | 7 | 0.03 | carbohydrate biosynthetic process                                |
| 60047 | 22 | 6 | 0.00 | heart contraction                                                |
| 3015  | 22 | 6 | 0.00 | heart process                                                    |
| 45596 | 30 | 6 | 0.00 | negative regulation of cell differentiation                      |
| 51270 | 37 | 6 | 0.01 | regulation of cell motility                                      |
| 9725  | 41 | 6 | 0.02 | response to hormone stimulus                                     |
| 44420 | 42 | 6 | 0.02 | extracellular matrix part                                        |
| 14706 | 44 | 6 | 0.02 | striated muscle development                                      |
| 7596  | 46 | 6 | 0.03 | blood coagulation                                                |
| 50817 | 46 | 6 | 0.03 | coagulation                                                      |
| 4866  | 48 | 6 | 0.03 | endopeptidase inhibitor activity                                 |
| 7599  | 48 | 6 | 0.03 | hemostasis                                                       |
| 30414 | 49 | 6 | 0.03 | protease inhibitor activity                                      |
| 8194  | 50 | 6 | 0.04 | UDP-glycosyltransferase activity                                 |
| 20037 | 51 | 6 | 0.04 | heme binding                                                     |
| 46906 | 51 | 6 | 0.04 | tetrapyrrole binding                                             |
| 4252  | 52 | 6 | 0.04 | serine-type endopeptidase activity                               |
| 55080 | 53 | 6 | 0.05 | cation homeostasis                                               |
| 50878 | 55 | 6 | 0.05 | regulation of body fluid levels                                  |
| 6937  | 18 | 5 | 0.00 | regulation of muscle contraction                                 |
| 48839 | 19 | 5 | 0.00 | inner ear development                                            |
| 48545 | 20 | 5 | 0.00 | response to steroid hormone stimulus                             |
| 43583 | 21 | 5 | 0.00 | ear development                                                  |
| 51287 | 22 | 5 | 0.00 | NAD binding                                                      |
| 21700 | 22 | 5 | 0.00 | developmental maturation                                         |
| 8375  | 23 | 5 | 0.00 | acetylglucosaminyltransferase activity                           |
| 42692 | 23 | 5 | 0.00 | muscle cell differentiation                                      |
| 7584  | 23 | 5 | 0.00 | response to nutrient                                             |
| 30170 | 26 | 5 | 0.01 | pyridoxal phosphate binding                                      |
| 7188  | 29 | 5 | 0.01 | G-protein signaling, coupled to cAMP nucleotide second messenger |
| 19933 | 30 | 5 | 0.02 | cAMP-mediated signaling                                          |
| 31667 | 30 | 5 | 0.02 | response to nutrient levels                                      |
| 7519  | 31 | 5 | 0.02 | skeletal muscle development                                      |
| 30334 | 32 | 5 | 0.02 | regulation of cell migration                                     |
| 4867  | 32 | 5 | 0.02 | serine-type endopeptidase inhibitor activity                     |
| 9991  | 33 | 5 | 0.02 | response to extracellular stimulus                               |

|       |    |   |      |                                                                    |
|-------|----|---|------|--------------------------------------------------------------------|
| 7187  | 34 | 5 | 0.03 | G-protein signaling, coupled to cyclic nucleotide second messenger |
| 19935 | 36 | 5 | 0.03 | cyclic-nucleotide-mediated signaling                               |
| 42445 | 36 | 5 | 0.03 | hormone metabolic process                                          |
| 7423  | 40 | 5 | 0.05 | sensory organ development                                          |
| 30005 | 41 | 5 | 0.05 | cellular di-, tri-valent inorganic cation homeostasis              |
| 55066 | 41 | 5 | 0.05 | di-, tri-valent inorganic cation homeostasis                       |

**Supplemental Table S6-5:** Cluster 5 associated GO Categories. Statistically significant GO categories ( $p < 0.05$  as determined by the GoMiner software).

| GO ID | Total | Change | P-Value<br>(Changed) | Term                                                                                         |
|-------|-------|--------|----------------------|----------------------------------------------------------------------------------------------|
| 3824  | 2092  | 35     | 0.04                 | catalytic activity                                                                           |
| 9058  | 597   | 16     | 0.00                 | biosynthetic process                                                                         |
| 44249 | 439   | 13     | 0.00                 | cellular biosynthetic process                                                                |
| 5739  | 456   | 13     | 0.01                 | mitochondrion                                                                                |
| 6807  | 172   | 11     | 0.00                 | nitrogen compound metabolic process                                                          |
| 9308  | 160   | 9      | 0.00                 | amine metabolic process                                                                      |
| 44429 | 292   | 9      | 0.01                 | mitochondrial part                                                                           |
| 31975 | 292   | 9      | 0.01                 | envelope                                                                                     |
| 31967 | 292   | 9      | 0.01                 | organelle envelope                                                                           |
| 3723  | 334   | 9      | 0.03                 | RNA binding                                                                                  |
| 6519  | 136   | 8      | 0.00                 | amino acid and derivative metabolic process                                                  |
| 6082  | 238   | 8      | 0.01                 | organic acid metabolic process                                                               |
| 9059  | 317   | 8      | 0.05                 | macromolecule biosynthetic process                                                           |
| 6520  | 110   | 7      | 0.00                 | amino acid metabolic process                                                                 |
| 31966 | 197   | 7      | 0.01                 | mitochondrial membrane                                                                       |
| 5740  | 205   | 7      | 0.02                 | mitochondrial envelope                                                                       |
| 6412  | 211   | 7      | 0.02                 | translation                                                                                  |
| 9605  | 230   | 7      | 0.03                 | response to external stimulus                                                                |
| 19752 | 236   | 7      | 0.03                 | carboxylic acid metabolic process                                                            |
| 5743  | 156   | 6      | 0.02                 | mitochondrial inner membrane                                                                 |
| 19866 | 169   | 6      | 0.02                 | organelle inner membrane                                                                     |
| 51254 | 115   | 5      | 0.02                 | positive regulation of RNA metabolic process                                                 |
| 45893 | 115   | 5      | 0.02                 | positive regulation of transcription, DNA-dependent                                          |
| 45941 | 140   | 5      | 0.04                 | positive regulation of transcription                                                         |
| 45935 | 143   | 5      | 0.04                 | positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process |
| 9611  | 158   | 5      | 0.05                 | response to wounding                                                                         |

**Supplemental Table S6-6:** Cluster 6 associated GO Categories. Statistically significant GO categories ( $p < 0.05$  as determined by the GoMiner software).

|       |     |   |      |                                     |
|-------|-----|---|------|-------------------------------------|
| 2682  | 65  | 5 | 0.01 | regulation of immune system process |
| 6873  | 76  | 5 | 0.01 | cellular ion homeostasis            |
| 55082 | 77  | 5 | 0.02 | cellular chemical homeostasis       |
| 50801 | 83  | 5 | 0.02 | ion homeostasis                     |
| 5764  | 86  | 5 | 0.02 | lysosome                            |
| 323   | 86  | 5 | 0.02 | lytic vacuole                       |
| 6954  | 96  | 5 | 0.04 | inflammatory response               |
| 5773  | 100 | 5 | 0.04 | vacuole                             |
| 48878 | 105 | 5 | 0.05 | chemical homeostasis                |

# Supplementary material for: Studies on Xenopus laevis intestine reveal biological pathways underlying vertebrate gut adaptation from embryo to adult
**Source:** Genome Biol. 2010 May 19;11(5):R55. doi: 10.1186/gb-2010-11-5-r55
**Supplement:** Additional file 2 — Figure S1. A PDF file containing a supplementary figure.

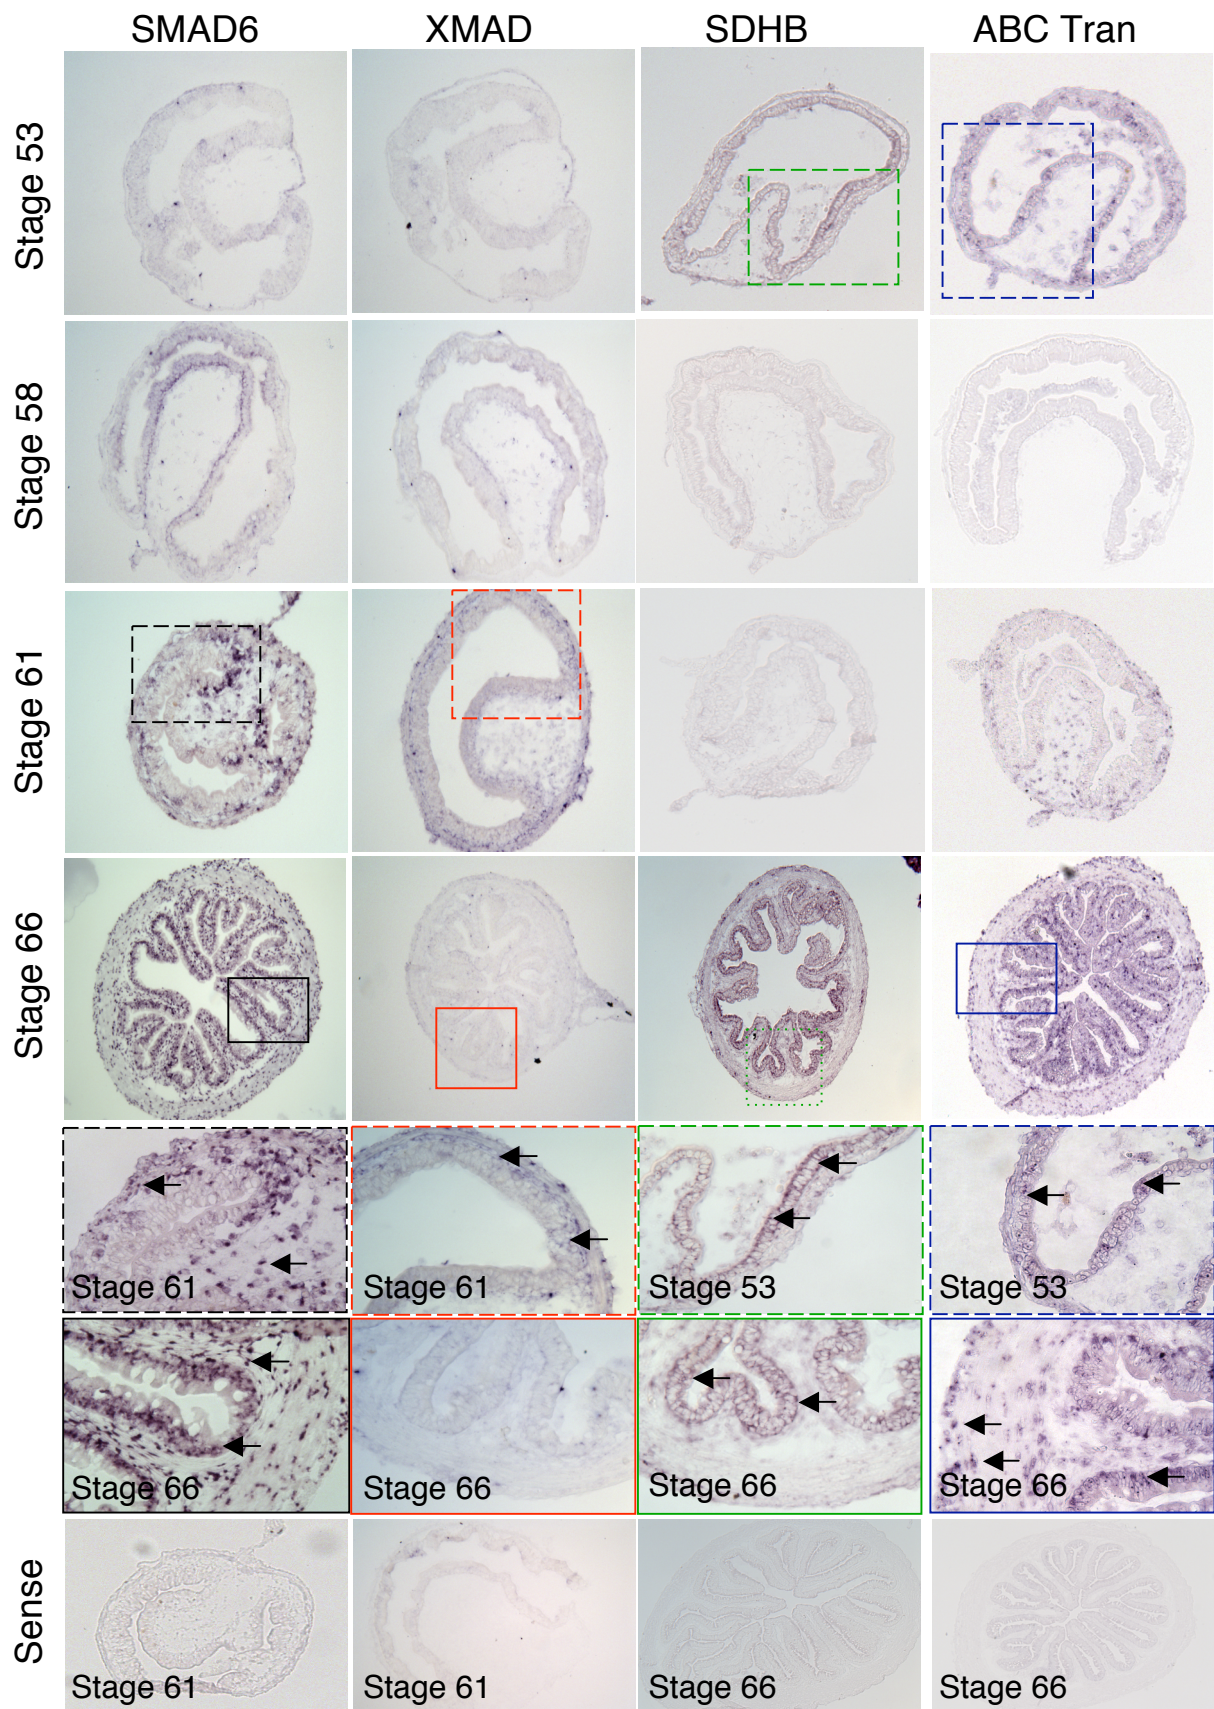

Supplemental Fig 1

- **Supplemental Fig 1S.** The change in mRNA expression of genes from cluster 1 (*SMAD6* and *XMAD*) and cluster 2 (*SDHB* and *ABC Tran*) in the intestine of during metamorphosis. The expression of *SMAD6* and *XMAD* peaks at metamorphosis (stage 61), while the expression of *SDHB* and *ABC Tran* is high at stage 53 and 66, with little or no expression at stage 61. At metamorphic climax, *SMAD6* is expressed in the connective tissue and muscle, while *XMAD* is expressed exclusively in the connective tissue. *SDHB* is exclusively expressed in the epithelium, where its expression is high in the larval epithelium at stage 53. No expression is detected at stage 58 or 61, while the expression of *SDHB* returns in the adult epithelium at stage 66. *ABC Tran* is expressed in all tissue types at the beginning and end of metamorphosis. The bottom panel for each gene represents the negative control with a sense probe.

How the deposited data were processed for this re-analysis (not part of the article)

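RNA from the intestine of *Xenopus laevis* at stages 53, 58, 61 and 66 was measured on 11 Agilent arrays of 22575 spots, with 3 arrays at stages 53, 58 and 66 and 2 at stage 61. The paper gives 3 replicates per stage, each of 5 pooled tadpoles. On every array Cy3 labelled the intestinal RNA and Cy5 a common reference, with no dye swap. The stage of each array was taken from the labels and the paper. For the stage 66 arrays a single field of the labels gives stage 61, and the title, the description and the paper give stage 66.

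The intensity values are those the authors deposited for each array as output of the scanner software, which had subtracted local background, removed spatial trends and normalized the dyes by a linear and a lowess step. The authors also deposited a table of log10 ratios. Each of its filled values lay within 1e-04 of the log10 ratio of the dye-normalized Cy3 signal over the dye-normalized Cy5 signal of the same array, and between 68 and 154 filled values per array came from 2 negative signals. This table was used only as an alternative. The median Cy3 signal per array lay between 79.9 and 115, and between 60.1 and 82.7% of the 21495 probes without control spots were well above background in Cy3. The number of arrays limits the precision.

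The log2 ratio of processed Cy3 over processed Cy5 was computed without further scaling. Probes well above background in Cy3 on fewer than 2 arrays and spots marked as outliers were left out. The probe of highest mean intensity was kept for each of the accessions, 11 of which had more than 1 probe, and 18443 accessions were tested, of which 10 had no usable spot at some stage. Of the probes, 14236 were named by an accession alone. A symbol was available for 3772, of which 3561 were found in the RefSeq table of Xenopus_laevis_v10.1 and 211 only in the array files, and no coordinates were used.

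limma 3.58.1 in R 4.3.3 (with statmod 1.5.0 and data.table 1.17.8) was fitted to the 11 arrays with a mean for each stage, and each stage was compared with stage 53. A gene was called at an adjusted p of at most 0.05 (Benjamini-Hochberg) and a fold change of at least 1.5. Genes past limma's moderated F-test over the 4 stages, with a 1.5-fold range, entered the principal component analysis and the clusters. Lists of genes were tested by camera with an inter-gene correlation of 0.01 and by fry (the electron transport chain and the TGF-β pathway), or by counts of called genes (the other lists), with a missing spot set to its stage mean for these tests alone. Where a probe was not well above background, or was saturated, on every array of a stage, a limit ("at least") was given in place of a fold change. It was computed for each channel after loess and Aquantile normalization, from the lowest signal among probes well above background, and is open to dye bias because the dyes were not swapped. It holds for this processing alone, and under other settings run some fitted fold changes were smaller than the limit. A limit above the fitted fold change, as for IM28 (AF170337) and BC054155 at stage 61, is not printed. Counts of genes with a limit past a threshold include such genes, whose fitted fold change was past it too. Intervals of shares are exact binomial 95% intervals. Overlaps of lists were set beside 100 simulations of unchanged stages that share simulated arrays of stage 53. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

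The genes named are those the paper names in its text, in Tables 2 and 3, in Figs. 2, 4, 6, 7, 8 and 10 and in Supplemental Fig. 1S, by their accession or the accession its tables pair with the symbol. Added to these are the 3 largest increases and the 3 largest decreases at each stage among genes called, changed the same way on every array and well above background in at least 1 stage. Other genes named were chosen after their values were seen, as said where they appear. Lists of genes of the electron transport chain, the TGF-β pathway, pancreatic enzymes, liver plasma proteins, red blood cells, skeletal muscle, DNA replication and antigen presentation were written before the data were examined, as were the tests and the alternatives, apart from those said to be chosen later.

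The steps were tested on simulated data with 200 of 18443 genes changed, in 10 simulations. Of the genes changed 4-fold, 95.3% were recovered at stage 58, 94.2% at stage 61 and 96.8% at stage 66, and of those changed 2-fold 50.0, 34.0 and 49.7%. A median of 7.5, 7 and 6 unchanged genes were called. In the cluster step 100% of 4030 simulated genes went to their own cluster. Of 50 unchanged lists of 20 genes, 1 was called at a level of 0.05 by the set test, and of 50 lists shifted by 0.5 on the log2 scale, 50 were. The lists were random and their genes were simulated independently, so this does not test lists whose genes vary together.

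The alternatives were normexp background correction (offset 50) with loess, median centring, the Cy3 signal alone scaled to the 75th percentile, the deposited log10 ratios, no filter or a strict filter on dim probes, outlier spots kept, each probe counted, a variance trend, the F-test or the methods' analysis of variance as the rule for a call, the replicate number or the slide series as a block, and each array left out in turn. RT-qPCR, in situ hybridization, the comparison with mouse, the analysis of T3-treated animals and gene ontology were not analysed here. TH/bZIP is not reported because the paper pairs no accession with it. The RefSeq table gives its symbol for U37375, which Table S4 lists as leucine zipper gene 8.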

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

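Of the tests in this part, those on chance overlap of lists that share the stage 53 arrays, on the reference channel for the genes of stage 58, on the range between the stage 58 arrays and on the composition at stage 66 were chosen only after the result was seen.

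Some genes were called in opposite directions at different stages, which is why they are listed here. For each of them limma put the difference between the 2 stages past an adjusted p of 0.05, which follows from how the genes were selected and adds no evidence. They numbered 24 at stages 58 and 61, of which 12 were higher at stage 58 and lower at stage 61 than at stage 53, and 7 at stages 58 and 66, of which 3 were higher and then lower. At stages 61 and 66 they numbered 65, of which 10 were higher and then lower and 55 the reverse. CALB1 (U76636), chosen after its values were seen, fell by 4.90 on the log2 scale at stage 61 (standard error 0.42) and rose by 4.71 at stage 66 (standard error 0.38). The numbers depended on single arrays. At stages 58 and 61 they were between 12 and 15 without replicate 1 or 2 of stage 53, replicate 2 or 3 of stage 58 or either array of stage 61. At stages 58 and 66 they were between 2 and 4 without replicate 2 of stage 53, either array of stage 61 or replicate 1 or 3 of stage 66. At stages 61 and 66 they were between 30 and 40 without replicate 2 of stage 53, either array of stage 61 or any 1 array of stage 66.

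The tables argue against a change of the reference channel, because 24 of the 24, 7 of the 7 and 65 of the 65 genes had opposite signs with the Cy3 signal alone too. For chance, 100 simulations of unchanged stages that share simulated arrays of stage 53 gave a median of 0 calls (0 to 3) past the threshold. This is over the 3 stage comparisons, against 5961 calls observed, and argues against unchanged genes as the source of these calls. The number of genes in opposite directions is a separate question. When genes were ranked in 100 simulations of unchanged stages and lists of the observed sizes drawn, medians of 31 genes (17 to 51), 13 (4 to 25) and 63.5 (46 to 81) lay in opposite directions for the 3 pairs, so that the numbers of 24, 7 and 65 lie within the simulated ranges. With the slide series as a block, 8 genes were in opposite directions at stages 61 and 66. Changes between the stages may underlie the pattern, which remains a hypothesis. The genes in opposite directions are not shown to be more numerous than in lists of these sizes drawn from unchanged stages.

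Enzymes of the exocrine pancreas, whose level at stage 58 the paper's text does not discuss, had a median log2 fold change of 1.76 at stage 58 over 18 accessions. The array's own names give 4 of the 18, with a median of 2.03 and 0 called by limma (0 also at an unadjusted p under 0.05 and over the list alone). The others are paired with the list by the paper's tables of regulated genes, and are not independent evidence. Of the 18, 2 were called at stage 58, PNLIPRP2 (BC060360) and CF271543 (SPINK1), named after their values were seen, and both were higher on all 3 arrays of stage 58. The median of the 18 was 2.64, -0.72 and 3.18 on the 3 arrays of stage 58, and over the stage it was 0.73 without replicate 3 of stage 58 and 3.08 without replicate 2. This range of 3.90 was not reached by any of 10000 random lists matched on intensity, 95% of which stayed below 0.335. The deviations of the 18 accessions from their stage means had a mean pairwise correlation of 0.365, against 0.0681 at the same percentile of the random lists. Pancreas carried over with the dissected intestine in varying amounts is a candidate explanation, and a difference between the pools of tadpoles stays open as untested. The 2 called accessions do not follow the carry-over pattern. Their highest log2 ratios at stage 58 (3.67 for PNLIPRP2 and 1.26 for SPINK1) were on replicate 2, where the median of the 18 was lowest. Of the 18, 10 varied over 4-fold between the arrays of stage 58, and these were lowest on replicate 2.

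For stage 66, pancreas of the composition seen at stage 58 is argued against. Of the 10 accessions that varied over 4-fold between the arrays of stage 58, 3 rose by less than 1 log2 unit at stage 66, namely CEL (BC054271, -0.27), CEL (BC054227, -0.25) and PNLIP (BC078528, -1.73), named after their values were seen. Conversely, PRSS2 (BX845609) rose by 3.54 at stage 66, where its change at stage 58 was -0.50. Pancreas of another composition and expression by the intestine may each contribute at stage 66, and neither was tested.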

How the results depend on the processing

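The use of limits in place of fold changes and the addition of accessions from the paper's tables were chosen only after the result was seen. None of the named genes followed over the settings changed its direction under the alternatives run. Of the values for counts, shares and lists, 606 stayed within 1.5 times or within their spread of the value reported and 136 did not. Among the named genes and the tallies of drawn genes, 1541 values kept their side of the threshold, 48 calls were lost, 22 were gained and 28 tallies changed. The cause was not tested unless it is given.

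After normexp and loess, the up- and down-regulated genes were 1528 and 1055 at stage 61, 551 and 231 at stage 66, and 1843 and 1168 at 1 stage or more. At all 3 stages 103 were up-regulated, stages 58 and 66 shared 194 and stages 61 and 66 shared 424. The larval, adult and 7-fold lists held 4, 19 and 24 genes, clusters 3, 5 and 6 held 126, 89 and 167, and 13 and 3 genes were in opposite directions at stages 58 and 61 and at stages 58 and 66. Of the genes called at stages 58, 61 and 66, 62.5, 62.1 and 54.7% were also called here.

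With median centring, 49.0% of regulated genes had their highest and 31.7% their lowest mean at stage 61. With the Cy3 signal alone, 3164 genes were down-regulated at stage 61 and 3403 at 1 stage or more, 123 were up-regulated at all 3 stages, the shares were 33.4 and 50.1%, cluster 2 held 2104 genes, and 13 and 41 genes were in opposite directions at stages 58 and 61 and at stages 61 and 66. Without a filter on dim probes the highest share was 48.3% and 4 genes were in opposite directions at stages 58 and 66. With the strict filter, under which fewer genes are tested, the shares were 41.2 and 38.2%, and the adult and 7-fold lists held 22 and 25 genes. Every gene called at stages 58, 61 and 66 that it still tested was called (463, 2835 and 1035).

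With the F-test as the rule, 862 and 673 genes were regulated at stage 58, 671 were down-regulated at stage 66, 420 and 239 were regulated at all 3 stages, the pairs of stages (58 and 61, 58 and 66, 61 and 66) shared 1059, 847 and 1360, and 193, 135 and 215 were in opposite directions. With the methods' analysis of variance, the up- and down-regulated genes were 624 and 432 at stage 58, 1561 and 992 at stage 61, and 331 and 163 at all 3 stages. Under it 1235 were down-regulated at 1 stage or more, stages 58 and 61 shared 766, stages 58 and 66 shared 598, the highest share was 49.0%, clusters 3, 4 and 5 held 151, 342 and 70, and 148, 96 and 157 genes were in opposite directions.

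With the slide series as a block, 1022 genes were down-regulated at stage 61, 111 and 33 were regulated at stage 66, 1727 and 1084 at 1 stage or more, and 20 and 15 at all 3 stages. Stages 58 and 66 shared 38 genes and stages 61 and 66 shared 107, fewer than the 351 of stages 58 and 61. The highest share was 50.5%, clusters 4 and 5 held 318 and 73, and 3 and 8 genes were in opposite directions at stages 58 and 66 and at stages 61 and 66. The block leaves only the 2 arrays of stage 61 to link the series. The median standard error at stage 66 went from 0.213 to 0.423, and 100% of the 1387 genes called at stage 66 kept their direction.

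With each array left out in turn, up- and down-regulated genes numbered 285 to 418 and 87 to 292 at stage 58, 1517 to 2388 and 975 to 1718 at stage 61, 487 to 999 and 171 to 533 at stage 66, 1991 to 2861 and 1213 to 2003 at 1 stage or more, and 118 to 191 and 34 to 72 at all 3 stages. Where stage 61 is left with 1 array, it is assumed to vary like the other stages. The pairs of stages shared 292 to 503, 183 to 313 and 415 to 844 genes, and 12 to 25, 2 to 8 and 30 to 72 were in opposite directions. The shares were 46.1 to 50.4% and 31.2 to 34.1%. Clusters 1 to 6 held 1181 to 1888, 692 to 1267, 147 to 318, 365 to 669, 79 to 287 and 181 to 286 genes. The larval, adult and 7-fold lists held 14 to 20, 44 to 55 and 58 to 69. Of the genes of Table S4, 74 to 79 followed their cluster. The medians were -0.92 to -0.79 for the electron transport chain, 1.04 to 1.11 for the TGF-β pathway and 0.73 to 3.08 for the pancreatic enzymes at stage 58. The lowest numbers came without replicate 2 of stage 53 (87 and 34 down-regulated genes, 292 shared by stages 58 and 61), replicate 1 of stage 61 (975 and 1213 down-regulated genes, 147 in cluster 3), replicate 2 of stage 61 (1517 up-regulated genes, 1181, 692 and 79 in clusters 1, 2 and 5) and replicate 3 of stage 66 (487, 171 and 118 regulated genes, 183 and 415 shared, 365 in cluster 4), and without replicate 3 of stage 53, 292 genes were down-regulated at stage 58 and cluster 5 held 287. Some of these numbers also moved by over 1.5 times without replicate 2 of stage 58 (112 down-regulated at stage 58) or replicate 1 of stage 66 (610 up- and 222 down-regulated at stage 66).

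Without a block, a 7-fold increase over stage 53 or over stage 66, in place of both, gave 243 genes.

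Under the other alternatives the electron transport chain stayed between -1.02 and -0.82 (highest unadjusted p 5.86e-05) and the TGF-β pathway between 0.57 and 1.12 (highest p 2.94e-05), past the threshold in each. Of the genes called, the slide series as a block changed the most calls at stage 66, where 9.30% were also called. ANPEP (BC085055), called higher at stage 66 (adjusted p = 0.0348 from limma), was not called in 8 of the settings run (adjusted p from 2.51e-05 to 0.798), and NDUFB7 (BC073217) at stage 61 was not called by the methods' analysis of variance, with the slide series as a block or without either array of stage 61, with adjusted p between 0.00447 and 0.0897 over the settings run.

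The replicate numbers do not pair the arrays. The correlation of deviations from the stage means over the 15 pairs of arrays with the same number had a median of 0.018 and lay between -0.286 and 0.0956. With the replicate block, 353 and 189 genes were regulated at stage 58, 2201 and 1524 at stage 61, and 811 and 436 at stage 66. Signal over background limits what can be said of dim probes, of which the share well above background in Cy3 was between 60.1 and 82.7% per array.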

Differences from the paper's values

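The addition of the paper's accessions, which enters none of the values here, and the choice of the 3 genes of Table S4 were made only after the result was seen, and the tests in this part were not.

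For the TGF-β pathway at stage 66, 3 genes drawn in Fig. 6 were called up-regulated, against the paper's 5. Of the alternatives set before the data were examined, leaving out replicate 1 of stage 53 comes within 1.5 times of the paper's number, with 4 genes. With the slide series as a block none was called, with the Cy3 signal alone 2, and under each of the other alternatives 3. Fig. 6 draws 4 genes as up-regulated at stage 66, so that a count of its genes could not reach 5 under any alternative.

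For the electron transport chain at stage 58, limma called 0 of the genes drawn in Fig. 7 down-regulated, against the paper's 1. At an unadjusted p under 0.05 it called 1, NDUFB7 (BC073217). The F-test over the 4 stages and leaving out replicate 3 of stage 53 also give 1, and the other alternatives, the methods' analysis of variance among them, give 0.

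The fold of KRT8 (BC044116) at stage 66 over stage 53 was 1.53, against the paper's 0.00 in Table 2, and it lay between 1.27 and 1.62 over the alternatives. It was called as higher with the strict filter on dim probes, by the F-test, by the methods' analysis of variance and without replicate 3 of stage 58. The fold of SLC34A3 (BC082530) was 0.69, against the paper's 0.03, and lay between 0.154 with the slide series as a block and 0.936 without replicate 2 of stage 53. That of ANPEP (BC085055) was 2.9, against the paper's 0.02, and lay between 1.75 without replicate 1 of stage 53 and 4.80 without replicate 2 of stage 53. For these 3 genes all 21 alternatives still differ from the paper's value.

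Some genes that the paper draws as regulated were not called. STAT3 (BC044717) at stage 58 was called after normexp and loess, with the strict filter and without replicate 1 of stage 53. NOG (M98807) at stage 61 was called with the Cy3 signal alone and without any 1 array of stage 53, and CREBBP (BC086282) at stage 66 without replicate 1 of stage 53. NDUFB7 at stage 66 was called with the Cy3 signal alone, by the F-test, with the replicate block and without replicate 3 of stage 53. COX17 (BX847508) at stage 66 was called with outlier spots kept, by the F-test and without replicate 3 of stage 58, and X90838 at stage 66 by the F-test.

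Of the genes of Table 3, AMY2A, CTRB1 (BC073555), CELA1 (BC078585), HLA-DRA (BC080035), BC084607 and CPB1 were over 10-fold higher but not past the adjusted p, HAO2 (BC074200) was past it and 9.86-fold higher, and BX843298 was 4.35-fold higher and not past it. Without replicate 2 of stage 58, the first 6 of these were past both thresholds, and they are also reached on the means alone. CTRB1 was also reached with the strict filter, without replicate 1 of stage 53 and without replicate 1 or 3 of stage 58. HAO2 was reached with outlier spots kept, without replicate 2 of stage 53 and without replicate 2 of stage 66, and BX843298 without replicate 1 of stage 53.

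Of the genes that the paper's tables list as up-regulated at stages 58, 61 and 66 and that were tested, 77.8, 95.9 and 85.3% were called, and of those listed as down-regulated 65.0, 95.9 and 77.3%. With the F-test as the rule the shares were 94.1, 85.8 and 92.7% and 91.8, 83.2 and 84.6%. With the strict filter, which tests fewer of the listed genes, they were 92.0, 98.7 and 94.6% and 82.4, 98.7 and 89.9%, and with the methods' analysis of variance 81.3, 65.1 and 75.6% and 71.6, 59.8 and 60.3%. After normexp and loess they were 54.8, 64.9 and 52.1% and 40.7, 69.0 and 46.7%. With the slide series as a block they fell to 10.5% (up-regulated) and 5.61% (down-regulated) at stage 66. The direction was that of the paper for all of the tested genes except at stage 66, where it was so for 99.3% of the down-regulated ones.

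The paper's heat map is described as having many more lowly expressed genes at stage 61 than at the other stages. The lowest mean fell at stage 61 for 34.4% of the regulated genes and at stage 53 for 33.5%. These shares count which stage was lowest, not how far below its average a gene lay, which the heat map draws. They therefore do not contradict the paper's description. Relative to the mean of all stages, the lowest average of any cluster on the log2 scale was -1.04, for cluster 2 at stage 61. Cluster 1 lay at -0.62 at stage 53. The pair of stages with the most shared genes is stages 61 and 66 in the paper, and was so here except with the slide series as a block, under which they shared 107 genes and stages 58 and 61 shared 351. In Table S4, BC076743 fell by 5.03 at stage 61 where its cluster is up-regulated, and BC043731 (0.62 at stage 61) and BC082684 (-0.44 at stage 66) also had the sign opposite to their cluster.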

Other observations

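The tests on other splits of the arrays were chosen only after the result was seen, as were the accessions added from the paper's tables.

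Against stage 53, 592 genes were regulated at stage 58, and of the 10 splits of the 6 arrays into 3 and 3, 1 gave as many, the real one (the others gave at most 3). At stage 66 the same held for 1387 genes, with 1 of 10 (the others gave 0). Chance cannot be excluded by these splits, since 10 splits cannot give a share under 0.1. For the 4349 genes past the F-test over the 4 stages, 1 of 100 assignments of the arrays gave as many, the real one, which argues against chance. The others had a median of 0 and a highest number of 1622.

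The slide series was tested as a cause of the changes at stage 66 with the 2 arrays of stage 61, which lie in different series. Among the 1387 genes called at stage 66, the array of the second series differed from that of the first by a median of 0.031 in the direction of the change, against a median change of 1.18 (correlation of 0.037 across genes, which are not independent replicates). This argues against the slide series as the whole cause. For the electron transport chain at stage 61, the medians of the same 2 arrays over stage 53 were -0.85 and -0.81, a difference of 0.046, which argues against the slide or scan batch as the cause of the decrease. A change between the stages may underlie both patterns, which stays a hypothesis tested on the same data.

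With the Cy3 signal alone, up-regulated genes made up 36.1% of those called at stage 61. After the median of each array was removed they made up 55.6% (2144 up, 1711 down), against 58.8% in the ratios. Before that removal the median gene fell by 0.32 at stage 61. Removing the median itself moves the shares of higher and lower genes towards each other, so that this does not decide whether the scaling of each array to its 75th percentile lowered the share, and the cause stays open.

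Other lists were examined without a claim of the paper. DNA replication (26 accessions) had medians of -0.27, -0.03 and -0.15 at stages 58, 61 and 66. Limma called 0 genes at stage 58 (0 over the list alone, 5 lower at an unadjusted p under 0.05, 2 by the F-test and 1 by the methods' analysis of variance), 1 up and 6 down at stage 61, and 1 up and 1 down at stage 66, with the same numbers adjusted over the list alone. Skeletal muscle genes (7 accessions) had medians of 0.09, -0.07 and 0.35, with 0 called by limma at stage 58 (0 also at an unadjusted p under 0.05, by the F-test and by the methods' analysis of variance), 2 up and 1 down at stage 61 and 2 up at stage 66. The last 2 hold when adjusted over the list alone. Liver plasma proteins (6 accessions) had medians of -0.22, 0.96 and -0.15, with 3 up and 1 down at stage 61, also when adjusted over the list alone. At stage 58 limma called 0 of them (1 lower over the list alone and at an unadjusted p under 0.05, 2 by the F-test and by the methods' analysis of variance), and at stage 66 also 0 (0 at an unadjusted p under 0.05, 1 lower by the F-test and by the methods' analysis of variance). For red blood cell genes the array's names give 0 accessions, and 5 paired by the paper's tables had medians of 0.36, 2.67 and 0.22, with 4 up and 1 down at stage 61 and 2 up at stage 66. No explanation of these lists was tested.

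Of 10 genes whose fold differed more than 4-fold from the fold in the paper's tables, the paper's value at stage 58 was 16.1 for CEL (BC054271) where 3.36 was found, and at stage 66 0.171 for TAGLN (BC061650) where 1.91 was found. These 10 were chosen after their values were seen. In the table of genes up-regulated at stage 61, 1965 of 2148 folds lay within 1.1-fold of the paper's.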
